# Establishment of chromatin accessibility by the conserved transcription factor Grainy head is developmentally regulated

**DOI:** 10.1242/dev.185009

**Published:** 2020-03-11

**Authors:** Markus Nevil, Tyler J. Gibson, Constantine Bartolutti, Anusha Iyengar, Melissa M. Harrison

**Keywords:** Pioneer factor, Chromatin accessibility, *Drosophila*, *Cis-*regulatory region, Transcription factor

## Abstract

The dramatic changes in gene expression required for development necessitate the establishment of *cis-*regulatory modules defined by regions of accessible chromatin. Pioneer transcription factors have the unique property of binding closed chromatin and facilitating the establishment of these accessible regions. Nonetheless, much of how pioneer transcription factors coordinate changes in chromatin accessibility during development remains unknown. To determine whether pioneer-factor function is intrinsic to the protein or whether pioneering activity is developmentally modulated, we studied the highly conserved, essential transcription factor Grainy head (Grh). Prior work established that Grh is expressed throughout *Drosophila* development and is a pioneer factor in the larva. We demonstrated that Grh remains bound to mitotic chromosomes, a property shared with other pioneer factors. By assaying chromatin accessibility in embryos lacking maternal and/or zygotic Grh at three stages of development, we discovered that Grh is not required for chromatin accessibility in early embryogenesis, in contrast to its essential functions later in development. Our data reveal that the pioneering activity of Grh is temporally regulated and likely influenced by additional factors expressed at a given developmental stage.

## INTRODUCTION

During metazoan embryonic development, cell-specific patterns of gene regulation are driven by complex transcriptional networks (Bonn and Furlong, 2008; Davidson, 2006). Transcriptional programs are orchestrated by *cis*-regulatory modules, such as enhancer and promoter elements (Bonn and Furlong, 2008; Davidson, 2006; Wittkopp and Kalay, 2012). These DNA elements provide modular platforms through which the input of multiple transcription factors integrate to output precise control of gene expression (Bonn and Furlong, 2008; Wilczyński and Furlong, 2010; Zinzen et al., 2009). Although much progress has been made in defining specific features of *cis*-regulatory modules, less is known about the spatiotemporal mechanisms that establish individual modules during development.

The *cis-*regulatory modules of actively transcribed genes are located in ‘open’ chromatin, or chromatin with low nucleosome occupancy and few high-order structures (Gross and Garrard, 1988; Kornberg, 1977; Kornberg and Lorch, 1999; Long et al., 2016). In contrast, ‘closed’ chromatin has high-nucleosome density and extensive interactions between nucleosomes that present a barrier to transcription factor binding (Kornberg, 1977; Luger et al., 2012; Tremethick, 2007). Accordingly, models of *in vivo* transcription factor binding patterns are dramatically improved when chromatin accessibility is included along with *in vitro* binding affinities (Kaplan et al., 2011; Li et al., 2011). Thus, factors that influence chromatin structure help define the gene regulatory networks essential for development by establishing accessible *cis*-regulatory elements for transcription factor binding.

A special class of transcription factors, termed pioneer factors, are able to overcome nucleosomal barriers to genome binding (Iwafuchi-Doi, 2019; Iwafuchi-Doi and Zaret, 2014; Soufi et al., 2012, 2015; Zaret and Carroll, 2011). Pioneer factors bind closed chromatin to establish regions of accessibility, allowing other transcription factors to bind (Iwafuchi-Doi and Zaret, 2014; Soufi et al., 2012; Zaret and Carroll, 2011). Given their role in determining *cis-*regulatory modules, pioneer factors are hypothesized to act at the top of gene regulatory networks (Iwafuchi-Doi and Zaret, 2014). A number of factors with pioneering activity have been identified that likely establish the transcriptional networks required for cell identity: FOXA1 in mammalian liver stem cells; SOX2, OCT4 (POU5F1) and KLF4 in induced pluripotent stem cells; Grainy head (Grh) in *Drosophila melanogaster* eye imaginal discs; and Zelda (Zld) in the early *Drosophila* embryo (Caravaca et al., 2013; Cirillo et al., 2002; Foo et al., 2014; Harrison et al., 2011; Jacobs et al., 2018; Schulz et al., 2015; Soufi et al., 2012, 2015; Sun et al., 2015). However, it remains unclear whether these pioneering factors define accessible chromatin at multiple stages of development or whether their pioneering activity is limited to specific times in development or distinct tissues.

The Grh family of transcription factors is essential in defining epithelial cell fate (Boglev et al., 2011; Bray and Kafatos, 1991; Bray et al., 1988, 1989; Hemphälä et al., 2003; Nevil et al., 2017; Rifat et al., 2010; Traylor-Knowles et al., 2010; Uv et al., 1994, 1997; Wang and Samakovlis, 2012; Wilanowski et al., 2002; Yao et al., 2017). Grh proteins are highly conserved, with members found in all metazoans examined to date and with more distant relatives found in fungi (Paré et al., 2012; Traylor-Knowles et al., 2010; Venkatesan et al., 2003; Wang and Samakovlis, 2012; Wilanowski et al., 2002). Extensive work in *Drosophila* and mammalian cell culture has demonstrated that Grh acts to define an epithelial gene regulatory network during metazoan development (Boglev et al., 2011; Bray and Kafatos, 1991; Chen et al., 2016; Gao et al., 2013; Hemphälä et al., 2003; Nevil et al., 2017; Nishino et al., 2017; Senga et al., 2012; Wang and Samakovlis, 2012; Yao et al., 2017). More recently, Grh has been shown to have pioneer-factor activity, as it is required to maintain chromatin accessibility at enhancers in *Drosophila* eye imaginal discs and can poise these enhancers for transcriptional activation (Jacobs et al., 2018). This pioneering function is shared with mammalian GRHL proteins, which are required for defining enhancers in breast cancer cell lines and as cells exit from naïve pluripotency (Chen et al., 2018; Jacobs et al., 2018).

The fact that Grh is expressed throughout *Drosophila* development allowed us to investigate whether its pioneering activity is required at multiple developmental stages. By analyzing chromatin accessibility in embryos lacking either maternal or zygotic *grh* or both maternal and zygotic *grh*, we demonstrated that Grh is not required to define accessible *cis*-regulatory modules in the early embryo. This contrasts with its essential pioneering function in defining chromatin accessibility in the eye imaginal disc. By mutating an individual Grh-bound locus we showed that additional factors may be able to compensate for loss of Grh even in larvae. Thus, by analyzing the pioneering function of Grh at multiple developmental stages, it is evident that the role of this factor in defining accessible chromatin is modulated and may depend on additional factors expressed in a given tissue or at a specific time in development.

## RESULTS

### Grainy head remains bound to mitotic chromatin during embryogenesis

Whereas many DNA-binding factors do not remain on mitotic chromosomes, some vertebrate pioneer factors are retained on chromatin through mitosis (Bellec et al., 2018; Caravaca et al., 2013; Festuccia et al., 2016, 2017; Iwafuchi-Doi, 2019; Kadauke et al., 2012; Liu et al., 2017). This ‘mitotic bookmarking’ activity is hypothesized to allow pioneer factors to re-establish transcriptional programs rapidly after cell division (Caravaca et al., 2013; Iwafuchi-Doi, 2019; Iwafuchi-Doi and Zaret, 2014). Given the role of Grh as a pioneer factor in larval development and the fact that its chromatin occupancy is remarkably stable through *Drosophila melanogaster* development (Jacobs et al., 2018; Nevil et al., 2017; Potier et al., 2014), we wanted to test whether Grh remained associated with the compacted mitotic chromosomes.

To visualize Grh expression and localization in living embryos, we engineered an N-terminal superfolder green fluorescent protein (sfGFP)-tag on the endogenous protein (Fig. S1A; Gratz et al., 2013; Hamm et al., 2017; Pédelacq et al., 2006). This strategy is predicted to label a majority of known Grh isoforms. Whereas *grh* null mutants are homozygous lethal (Bray and Kafatos, 1991; Bray et al., 1989; Hemphälä et al., 2003; Uv et al., 1994, 1997), strains homozygous for the sfGFP-Grh-encoding allele were viable and fertile with no obvious mutant phenotype, demonstrating that the sfGFP tag does not interfere with essential Grh function. Additionally, sfGFP-Grh was nuclear and expressed strongly in the epidermal tissue of developing embryos and the imaginal discs of larvae, where endogenous Grh is expressed (Fig. 1A, Fig. S1B; Attardi and Tjian, 1993; Bray et al., 1989; Hemphälä et al., 2003; Lee and Adler, 2004; Narasimha et al., 2008). 

**Fig. 1.**
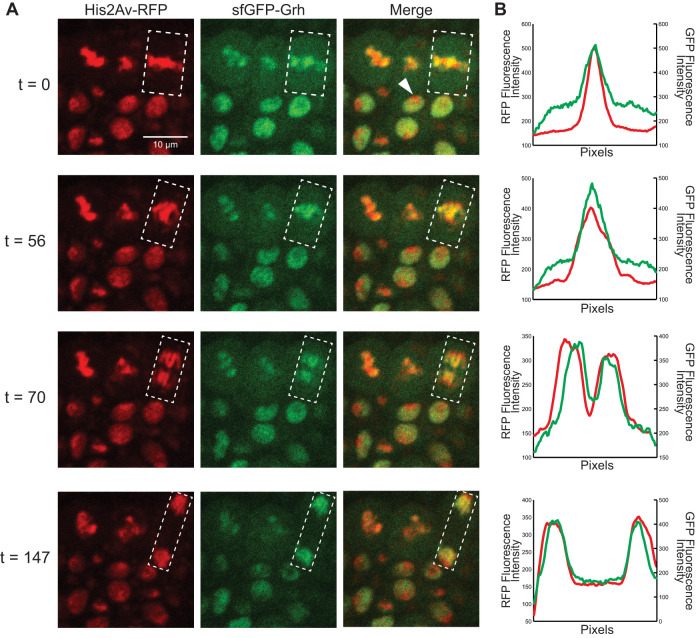
**sfGFP-Grh remains on mitotic chromatin during gastrulation.** (A) Cells of embryos expressing His2Av-RFP (chromatin) and sfGFP-Grh. White arrowhead indicates an interphase cell. White box indicates the region of interest where fluorescence intensity was measured. t, time in seconds from initial image. All images are at the same magnification. (Images are extracted frames from Movie 1.) (B) Relative fluorescence intensity for RFP (chromatin) and GFP (Grh), where the *x*-axis is the total length of the region of interest.

In the early embryo, sfGFP-Grh was first expressed at detectable levels at gastrulation, despite the fact that both maternally and zygotically expressed Grh was expected to be tagged with sfGFP. This expression pattern likely reflects increased levels of Grh during gastrulation. During interphase, sfGFP-Grh was evident throughout the nucleus, except for a location we presume to be heterochromatin owing to the strong fluorescent H2Av (His2Av-RFP) signal (Fig. 1A, t=0, white arrowhead). sfGFP-Grh colocalized with the condensed chromosomes at metaphase, marked by His2Av-RFP, and this association continued throughout mitosis (Fig. 1A, Fig. S1C,D, Movie 1). Measuring the relative fluorescence intensity across the nuclei of one mitotic event confirmed the strong correlation between Grh localization and mitotic chromatin (Fig. 1B). This retention of sfGFP-Grh on chromatin during mitosis differs from that of another sfGFP-tagged transcription factor, Zelda (Zld), which is not retained on the mitotic chromosomes in the blastoderm embryo (Dufourt et al., 2018). Together, these results demonstrate that the pioneer factor Grh remains associated with compacted mitotic chromatin, a feature shared with many other pioneer factors, but not Zld.

### Maternally supplied Grainy head is not essential for establishing chromatin accessibility in the early embryo

Grh plays an essential role in defining chromatin accessibility in the larval eye imaginal disc (Jacobs et al., 2018; Potier et al., 2014). We therefore sought to determine whether Grh influenced chromatin accessibility in the early embryo. *grh* is maternally deposited as an mRNA, and previous work demonstrated that this maternally encoded Grh is required for normal gene expression (Garcia and Stathopoulos, 2011; Harrison et al., 2010; Huang et al., 1995; Liaw et al., 1995; Nevil et al., 2017). We generated embryos depleted of maternally provided *grh* using the FLP/FRT system to generate mitotic clones of the *grh^B37^* null mutant (Fig. S2A; Bray and Kafatos, 1991; Chou and Perrimon, 1996; Harrison et al., 2010; Nevil et al., 2017). Stage 5 embryos lacking maternal *grh* were identified by the absence of GFP fluorescence, and single embryos were collected in triplicate alongside wild-type sibling controls. Chromatin accessibility was measured with the assay for transposase-accessible chromatin using sequencing (ATAC-seq) (Buenrostro et al., 2013). 

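Each stage 5 embryo gave 1 library, with 3 libraries for *grh M-* and 3 for *grh M+*, sequenced as 150 bp paired-end reads. The authors mapped the reads to dm6, removed fragments over 101 bp and called peaks with MACS2 at a q-value of 0.05 on the replicates of a condition together. Each condition is therefore 1 list of peaks, and no value per embryo is in it. Every peak summit carries the authors' own fold enrichment, −log_10_(P-value) and −log_10_(q-value), which were used only to describe and rank peaks within a list. Total read counts are not in such a list, but the number of fragments over a summit and the local background could be solved from the fold enrichment and the P-value. The solved numbers lay within 0.05 of a whole number at nearly every summit. The median summit had 26 fragments over a background of 7.19 in *grh M-*, and 23 fragments over a background of 7.06 in *grh M+*. Peaks were ranked within each list by −log_10_(q-value). One of the strongest 5000 peaks of a list was counted as having a counterpart when it overlapped, by at least 1 bp, any of the strongest 15000 peaks of the other list. These ranks were fixed before the data were examined. They make lists of different length comparable, but a peak that changes in height and stays within them is not counted.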

We identified thousands of accessible regions at stage 5 in both wild-type and maternally depleted embryos. These largely overlapped with previously published data from the early embryo, confirming that our assay successfully identified accessible chromatin (Fig. S2B,C; Blythe and Wieschaus, 2016). 

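The stage 5 list of *grh M+* held 31898 peaks covering 9.15 Mb of dm6, with a median width of 217 bp. That of *grh M-* held 36040 peaks covering 11.8 Mb, with a median width of 254 bp. The weakest of the strongest 5000 peaks had a −log_10_(q-value) of 18.3 in *grh M+* and 35.9 in *grh M-*. Among these 5000 peaks, 64.6% in *grh M+* and 70.6% in *grh M-* had their strongest summit within 1 kb of an annotated transcription start site. The *grh* gene itself, on chromosome 2R from 17801132 to 17842820, had its strongest start-site peak at rank 217 in *grh M+* and at rank 523 in *grh M-*. These are different peaks, from 17822122 to 17822833 in *grh M+* and from 17801427 to 17802345 in *grh M-*, so the ranks do not show a change.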

Unexpectedly, there were no significant differences in chromatin accessibility between the maternal depletion (*grh^M−^*) and wild-type controls (*grh^M+^*) (Fig. 2; all q-values >0.9 indicating no reproducible differential accessibility). Thus, although maternally encoded Grh is present and required for gene expression (Harrison et al., 2010; Huang et al., 1995; Nevil et al., 2017), it is not essential for establishing chromatin accessibility at stage 5. 

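Of the strongest 5000 peaks of *grh M-* at stage 5, 80 had no counterpart in *grh M+* (1.6%, exact Clopper-Pearson 95% interval 1.27% to 1.99%). In the other direction, 62 of the strongest 5000 peaks of *grh M+* had none in *grh M-* (1.24%, interval 0.952% to 1.59%). With 1 list per genotype, these intervals cover counting error only and hold no spread between embryos. As a measure of the difference between control lists, the *grh M+* list was set beside that of the stage 5 wild-type siblings of the maternal and zygotic depletion. There, 5.44% and 3.66% of the strongest 5000 peaks had no counterpart, depending on which list was taken first. These control lists come from different experiments, while *grh M-* and *grh M+* come from the same experiment, so the shares do not measure the spread of replicates. Between replicate single embryos of the maternal and zygotic experiment, the mean share was 0.723%. Taking both directions together, 1.42% of the peaks of the *grh M-* and *grh M+* lists had no counterpart, and the alternative that moved this value most was the use of the strongest 10000 peaks, with 9.87%.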

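The canonical Grh motif (AACYGGTT) lay within 50 bp of the strongest summit in 0.86% of the strongest 5000 peaks of *grh M-* and in 0.98% of those of *grh M+*. Of the 62 peaks found only in *grh M+*, 2 held this motif (3.23%), which lies at percentile 91.6 of 10000 random sets of 62 peaks with the same ranks. Among the 80 peaks found only in *grh M-* there were 3 (3.75%, percentile 99.1). From the absence of any region with reproducible differential accessibility (Fig. 2B), the paper concludes that maternally encoded Grh is not essential for establishing accessible chromatin at this stage.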

**Fig. 2.**
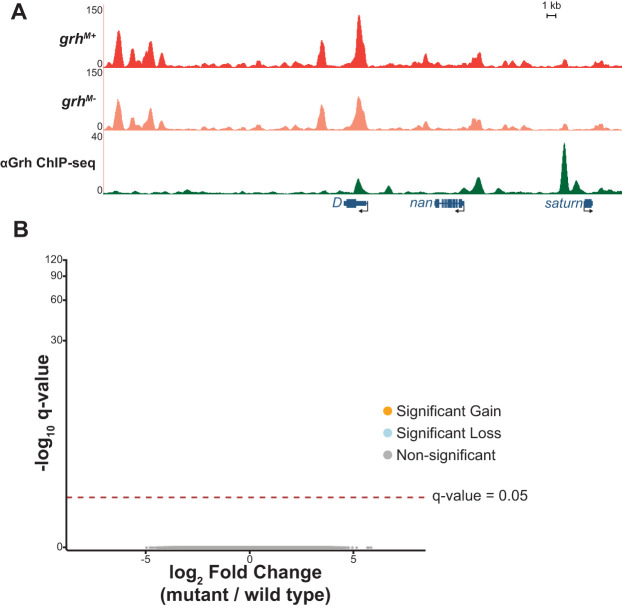
**Maternally encoded Grh is not required for chromatin accessibility.** (A) UCSC genome browser tracks of a representative locus showing single replicates of stage 5 wild-type control (*grh^M+^*) and maternal depletion (*grh^M−^*) ATAC-seq along with ChIP-seq peaks for Grh from stage 5 embryos (Nevil et al., 2017). (B) Volcano plots of all accessible regions in comparisons between the *grh* maternal depletion and heterozygous siblings. Significance of change in accessibility reported by −log_10_(q-value) on the *y*-axis, and magnitude of change by log_2_(fold change) on the *x*-axis. Regions that significantly gain (orange) or lose (blue) accessibility are defined as those with a q-value <0.05. Non-significant changes are those with a q-value >0.05 (gray).

### Widespread changes in chromatin accessibility accompany gastrulation

In addition to low levels of maternally encoded Grh, *grh* is also robustly expressed as the zygotic genome is activated during stage 5 (Sandler and Stathopoulos, 2016). Although zygotic *grh* is ultimately required for the completion of embryogenesis, maternally encoded Grh is not required for survival, and there are no obvious developmental defects in early (stages 5/6) embryos lacking either maternally or zygotically encoded Grh (Harrison et al., 2010; Bray and Kafatos, 1991). To better understand the role of the essential zygotically encoded Grh, we first determined the changes in the chromatin landscape that accompany the robust activation of *grh* expression as the zygotic genome is activated. We assayed chromatin accessibility in wild-type embryos at stage 6, immediately following the expression of zygotic *grh* (Fig. 3A). By comparing these data with our data from stage 5 embryos, we identified thousands of sites that gained or lost accessibility during gastrulation (Fig. 3B-E). These dramatic changes in accessibility did not require maternally supplied *grh* as we identified no significant differences in accessibility between stage 6 embryos depleted for maternally encoded Grh and their wild-type siblings (Fig. S3A). 

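The stage 6 list of *grh M+* comes from 3 single embryos and held 43000 peaks covering 14.4 Mb, with a median width of 248 bp, a median of 35 fragments at the summit and a median background of 11.6. A stage 6 peak among the strongest 5000 was counted as gained when it had no counterpart at stage 5, and a stage 5 peak as lost when it had none at stage 6. In *grh M+*, 515 peaks were gained (10.3%, exact Clopper-Pearson 95% interval 9.47% to 11.2%) and 529 were lost (10.6%, interval 9.74% to 11.5%). Requiring the overlap to cover at least 50% of the peak moved the gained share most, to 39.5%. In *grh M-*, 174 peaks were gained (3.48%) and 278 were lost (5.56%). In the lists of the maternal and zygotic experiment, 3.66% were gained and 2.86% lost in *grh M+Z+*, and 4% were gained and 4.36% lost in *grh M-Z-*. Of the peaks gained in *grh M+*, 29 were gained in all 4 of these stage pairs, and 35 of the lost peaks were lost in all 4. The strongest of the gained peaks shared by the 4 pairs lies on 2L from 18925953 to 18926452 (rank 121 at stage 6), 17817 bp from the start site of *ssp3*. The next lies on 3R from 30383179 to 30383734 (rank 541), 4168 bp from the start site of *Fer1HCH*, and the others of the strongest 5 lie near lncRNA:CR44033, CG10570/CG42502 and lncRNA:CR45256. The strongest of the shared lost peaks lies on 2L from 2154659 to 2156247 (rank 38 at stage 5), 107 bp from the start site of CG15382, and the others of the strongest 5 lie near *Doc2*, CG43184, *bnk* and *Or22b*.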

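The stage 6 list of *grh M-*, also from 3 embryos, held 38030 peaks covering 13.6 Mb, with a median of 33 fragments at the summit and a median background of 9.99. Of its strongest 5000 peaks, 7 had no counterpart in *grh M+* at stage 6 (0.14%, exact Clopper-Pearson 95% interval 0.0563% to 0.288%), and 3 of the strongest 5000 peaks of *grh M+* had none in *grh M-* (0.06%, interval 0.0124% to 0.175%). Between the stage 6 lists of wild-type siblings from the different experiments of the study, 0.18% to 0.8% of the strongest 5000 peaks had no counterpart. Changes in height of peaks present in both lists are not measured by these counts.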

Hierarchical clustering of sample distances for stage 5 and stage 6 ATAC-seq datasets was driven more by time point than by genotype (Fig. S3B). These data suggest that developmental stage, and not loss of maternal *grh*, is the major driver altering the chromatin accessibility of these embryos. 

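The share of the strongest 5000 peaks of a list that overlap the strongest 5000 of another, averaged over both directions, was computed for every pair among the 4 stage 5 and 6 stage 6 lists of the study. Pairs of the same stage shared 81.5% of these peaks on average and pairs of different stages 68.2%, a difference of 13.4 percentage points (exact permutation of the stage labels over lists, two-sided p = 0.00476, the smallest that 210 permutations allow). Pairs of one experiment and pairs of different experiments differed by 0.955 points (p = 0.723, exact permutation over 3150 arrangements). This test takes pairs within and across stages together. Between lists of one stage, a test chosen after the data were examined, pairs of one experiment shared 80.4% at stage 5 and 86% at stage 6, and pairs of different experiments 77.2% and 82%. The mean difference was 3.63 points (exact permutation within stages over 540 arrangements, p = 0.0222, the smallest they allow). At stage 5 it rested on *grh M+*, which shared 70.7% with *grh M+Z+* and 74.8% with *grh M-Z-*. By contrast, *grh M-* shared 81.4% and 81.8% with these lists, more than with its sibling control. The *grh M+* list also had the weakest 5000th peak at stage 5 (−log_10_(q-value) of 18.3). Pairs with the same mutant or control status shared fewer peaks than mixed pairs, with a difference of -2.12 points (p = 0.135, exact permutation over 252 arrangements). Within stages the difference was -2.07 points (exact permutation over 120 arrangements, p = 0.267). Within a stage, all pairs of the same status come from different experiments, while mixed pairs include each mutant with its sibling control. An effect of status therefore cannot be told apart from that of experiment. Within the maternal experiment, *grh M-* and *grh M+* shared 78.6% at stage 5 and 86.6% at stage 6. Stage 5 and stage 6 shared 63.5% in *grh M+* and 72.2% in *grh M-*. The alternative that moved the stage difference most was the use of the strongest 2000 peaks, with 17 points. From the clustering of its samples by time point, the paper proposes that developmental stage rather than loss of maternal *grh* is the main influence on accessibility in these embryos.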

**Fig. 3.**
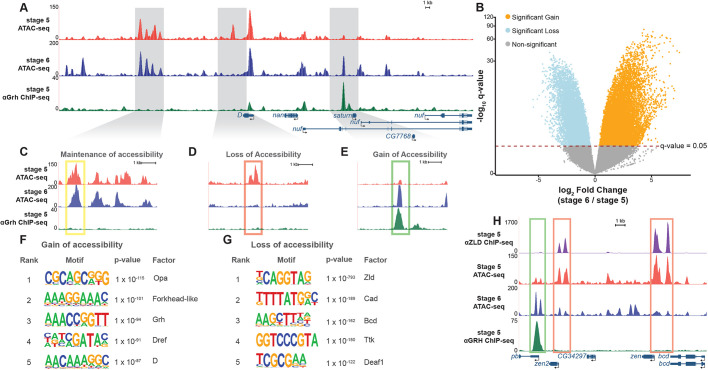
**Widespread changes in chromatin accessibility occur during gastrulation.** (A) UCSC genome browser tracks of a representative locus showing single replicates of stage 5 and stage 6 wild-type (*grh^M+^*) ATAC-seq along with ChIP-seq peaks for Grh from stage 5 embryos (Nevil et al., 2017). (B) Volcano plot of all accessible regions identified in comparisons between stage 5 and stage 6. Significance of change in accessibility reported by −log_10_(q-value) on the *y*-axis, and magnitude of change by log_2_(fold change) on the *x*-axis. Regions that significantly gain (orange) or lose (blue) accessibility are defined as those with a q-value <0.05. Non-significant changes are those with a q-value >0.05 (gray). (C-E) Examples of accessible regions that maintain (C), lose (D) and gain (E) chromatin accessibility between stage 5 and stage 6 embryos. (F) Top 5 motifs identified in *de novo* motif enrichment of regions that gain chromatin accessibility at gastrulation. (G) Top 5 motifs identified in *de novo* motif enrichment of regions that lose chromatin accessibility at gastrulation. (H) UCSC genome browser tracks of ATAC-seq from stage 5 and stage 6 embryos with ChIP-seq data for Zelda (Zld) (Harrison et al., 2011) and Grh (Nevil et al., 2017). Green box indicates regions with a significant gain in accessibility. Red boxes indicate regions with significant losses in accessibility.

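In dm6 the region of Fig. 3A lies on 3L, where *D* runs from 14175610 to 14178620 and *saturn* from 14203323 to 14204294. The peak at the start site of *D* had rank 88 of the *grh M+* list at stage 5 and rank 564 at stage 6. On the side of *D* away from *nan*, a stage 5 peak from 14173045 to 14173714 (rank 1468, −log_10_(q-value) of 42.2) overlapped no peak of the stage 6 list, and neither did a stage 5 peak between *D* and *nan* from 14185074 to 14185538 (rank 2336). A peak upstream of *saturn*, from 14200957 to 14201364 at stage 6, moved from rank 2378 to rank 923. No peak of either list lay within 1 kb of the start site of *saturn* itself.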

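In the region of Fig. 3H on 3R, the strongest peak within 1 kb of a start site of *pb* moved from rank 11211 of the *grh M+* list at stage 5 to rank 446 at stage 6. That of *zen* moved from rank 877 to rank 10092, and that of *zen2* from rank 1621 to rank 13089. No peak was listed within 1 kb of a start site of *bcd* or CG34297 in *grh M+* at either stage.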

To identify potential drivers of the widespread changes in chromatin accessibility during gastrulation, we performed *de novo* motif discovery for regions that gained and lost accessibility during gastrulation. Motifs for factors that have been suggested to have roles as pioneer transcription factors were highly enriched in sites that gain accessibility during gastrulation (Fig. 3F, Fig. S3C). Among them were motifs for binding of Forkhead-like transcription factors and Dichaete (D), mammalian orthologs of which (FOXA1 and SOX2, respectively) are known to have pioneering functions (Soufi et al., 2012; Zaret and Carroll, 2011). Additionally, the canonical Grh-binding motif was enriched at these sites that gained accessibility (Fig. 3F; *P*-value=1e10^−94^). These results suggest that Forkhead-like, D, Grh, and other factors such as Dref and Odd-paired (Opa) may have active roles in facilitating chromatin accessibility at gastrulation. Indeed, an important role for Opa in shaping chromatin accessibility during gastrulation was recently demonstrated (Koromila et al., 2019 preprint; Soluri et al., 2019 preprint). This contrasts with regions that lost accessibility. 

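The strings AAAGGAAAC and ACAAAGG, read from the logos of Fig. 3F, stand for the Forkhead-like and D motifs, and a peak was counted when the string lay on either strand within 50 bp of its strongest summit. Shares of the strongest 5000 peaks were compared between the 4 stage 5 and 6 stage 6 lists by exact two-sided permutation of the stage labels, with Benjamini-Hochberg adjustment over the 10 motifs of Fig. 3F and 3G. This permutation treats the lists as exchangeable. It does not use the pairing of the stages within a genotype, and the zygotic experiment has early lists at stage 6 only. A p-value can therefore also reflect differences between experiments. The Forkhead-like string was found in 0.14% ± 0.0365 (SD, n = 4 lists) of the peaks at stage 5 and in 0.22% ± 0.062 (SD, n = 6) at stage 6 (exact permutation p = 0.0571, adjusted p = 0.0952). It was higher at stage 6 in 3 of 4 pairs of lists of one genotype. The D string was found in 1.3% ± 0.192 (SD, n = 4) and 1.58% ± 0.0889 (SD, n = 6) of the peaks (exact permutation p = 0.00952, adjusted p = 0.0238) and was higher at stage 6 in 3 of 4 pairs. Its share differed by 0.6 points in *grh M+Z+* and 0.38 in *grh M-Z-*, but by 0.08 in *grh M+* and -0.02 in *grh M-*. The reversed D string, a control of the same base composition, rose by as much, with 0.295 percentage points (exact permutation p = 0.019, adjusted p = 0.0952) against 0.277 for the D string. The rise was thus not shown to be specific to the D string. This control (GGAAACA) shares the bases GGAAAC with the Forkhead-like string, so it cannot settle the question. The reversed Forkhead-like string differed by -0.0267 points. The difference of the D string changed sign when peaks were ranked by fold enrichment, to -0.0433 percentage points (p = 0.676 from the same exact permutation). It also did so in the strongest 2000 peaks, to -0.0167 (exact permutation p = 0.933).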

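Of the 515 peaks gained in *grh M+*, 12 held the Grh motif within 50 bp of the strongest summit (2.33%, exact Clopper-Pearson 95% interval 1.21% to 4.03%). Random sets of 515 of the strongest stage 6 peaks, drawn 10000 times with the same ranks, had a median of 1.36% and a middle 95% from 0.583% to 2.33%, which places the gained peaks at percentile 96.4. In the other genotypes, 3 of 174 gained peaks held the motif in *grh M-* (1.72%, percentile 69.9), 5 of 183 in *grh M+Z+* (2.73%, percentile 90.2) and 0 of 200 in *grh M-Z-* (random median 1%, percentile 7.83). In the strongest 5000 peaks of *grh M+* at stage 6, the share with the motif was 1.46%. Over all the stage 5 and stage 6 lists, the mean share was 1.02% ± 0.172 (SD, n = 4 lists) and 1.21% ± 0.209 (SD, n = 6), a difference of 0.198 percentage points (exact permutation, two-sided p = 0.167, adjusted p = 0.238 over the 10 motifs). The share was higher at stage 6 in 3 of the 4 pairs of lists of one genotype, by 0.48 points in *grh M+*, 0.36 in *grh M-* and 0.18 in *grh M+Z+*, and differed by -0.04 points in *grh M-Z-*. The reversed Grh motif differed by -0.00333 points. The alternative that moved the difference most was the use of the strongest 2000 peaks, with 0.358 points (exact permutation p = 0.0429). The gained peak near *Fer1HCH* was the only one of the 29 peaks gained in all 4 pairs with the motif.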

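The Opa string (CGCAGCRKG) was found in 0.645% ± 0.07 (SD, n = 4 lists) of the strongest 5000 peaks at stage 5 and in 0.943% ± 0.0916 (SD, n = 6) at stage 6. This difference had the smallest p that 210 permutations allow (exact permutation, two-sided p = 0.00476, adjusted p = 0.0159) and was positive in 4 of 4 pairs of lists of one genotype. In the strongest 2000 peaks it was 0.138 percentage points (exact permutation p = 0.19). The reversed Opa string differed by 0 points. The Dref string (ATCGATA) was found in 9.86% ± 0.923 (SD, n = 4) and 9.39% ± 0.436 (SD, n = 6) of the peaks (exact permutation p = 0.319, adjusted p = 0.319), and its share was higher at stage 6 in 2 of 4 pairs. The Dref difference of -0.462 percentage points changed sign, to 0.547, when peaks were ranked by fold enrichment.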

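The motifs of Fig. 3G other than that of Zld were read from the logos as TTTTATG (Cad), AAGCTT (Bcd), GGTCCCGTA (Ttk) and TCGCGAA (Deaf1). The Cad string was found in 2.25% ± 0.187 (SD, n = 4 lists) of the strongest 5000 peaks at stage 5 and in 1.79% ± 0.156 (SD, n = 6) at stage 6 (exact permutation, two-sided p = 0.00476, adjusted p = 0.0159). The Deaf1 string was found in 1.02% ± 0.129 (SD, n = 4) and 0.827% ± 0.09 (SD, n = 6) of the peaks (exact permutation p = 0.019, adjusted p = 0.0381). Both were lower at stage 6 in 4 of 4 pairs of lists of one genotype. Their reversed strings differed by 0.167 percentage points (Cad) and -0.0483 (Deaf1). Ranking by fold enrichment left the Cad difference at -0.358 percentage points (exact permutation p = 0.081) and that of Deaf1 at -0.183 (p = 0.171). In the strongest 2000 peaks the differences were -0.279 (exact permutation p = 0.0714) and -0.171 (p = 0.0905). The Ttk string was found in 0.085% ± 0.133 (SD, n = 4) and 0.02% ± 0.0126 (SD, n = 6) of the peaks (exact permutation p = 0.257, adjusted p = 0.319), and the Bcd string in 0.335% ± 0.104 (SD, n = 4) and 0.397% ± 0.0698 (SD, n = 6) (exact permutation p = 0.314, adjusted p = 0.319). The Bcd difference of 0.0617 points changed sign among peaks more than 1 kb from a start site, to -0.155 (exact permutation p = 0.0143).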

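The Zld string CAGGTAG lay within 50 bp of the strongest summit in 83 of the 529 peaks lost in *grh M+* between stage 5 and stage 6 (15.7%, exact Clopper-Pearson 95% interval 12.7% to 19.1%). Random sets with the same ranks had a median of 7.18% and a middle 95% from 5.29% to 9.45%, and none of 10000 sets reached the share of the lost peaks. In *grh M-*, 53 of the 278 lost peaks held the string (19.1%). Of the 35 peaks lost in all 4 stage pairs, 11 held it, among them those near CG15382, *bnk* and *Or22b*. In the gained peaks of *grh M+* it was found in 3 of 515 (0.583%), against a median of 2.91% and a middle 95% from 1.75% to 4.27% in random sets, none of which had so low a share. The share of the strongest 5000 peaks with the string was 6.46% ± 1.41 (SD, n = 4 lists) at stage 5 and 3.33% ± 0.368 (SD, n = 6) at stage 6, a difference of -3.13 percentage points (exact permutation, two-sided p = 0.00476, the smallest the lists allow, adjusted p = 0.0159). It was lower at stage 6 in all 4 pairs of lists of one genotype, by -4.98 points in *grh M+*, -4.2 in *grh M-*, -1.68 in *grh M+Z+* and -1.8 in *grh M-Z-*. The reversed string, of the same base composition, differed by -0.197 points between the stages. The random sets were matched on rank only, and 18.7% of the lost peaks of *grh M+* lay within 1 kb of a start site, against a random median of 63.5%. The size of the excess therefore also reflects where the lost peaks lie. Among peaks more than 1 kb from a start site, lost peaks of *grh M+* exceeded the random median by 1.6 percentage points, the smallest excess among the alternatives tried. Percentiles over these alternatives ranged from 99.985 to 100.

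**Figure D1:**
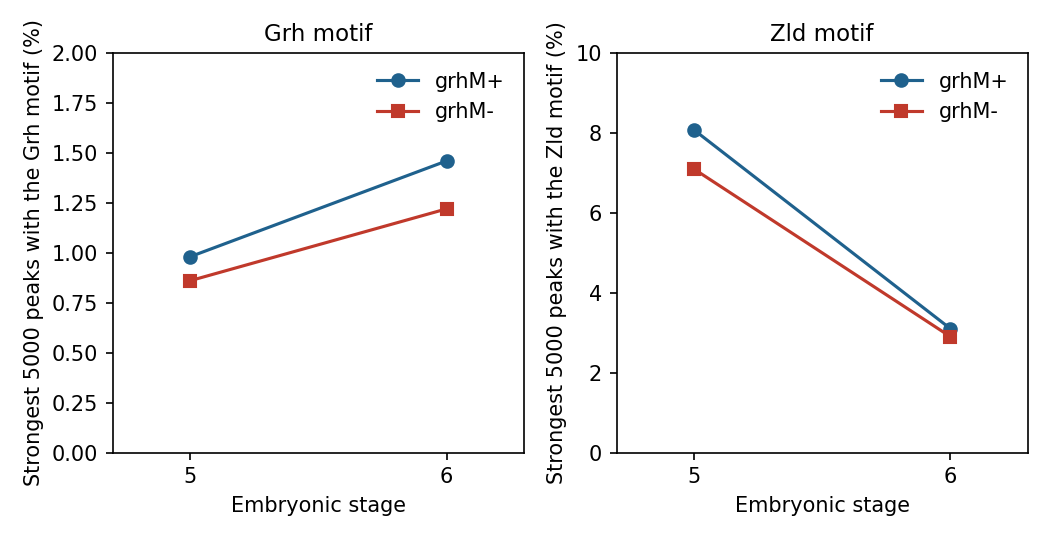
Percentage of the strongest 5000 peaks with the Zld string (CAGGTAG) or the Grh motif (AACYGGTT) within 50 bp of the strongest summit at stage 5 and stage 6, each point 1 list of *grh M+* or *grh M-* and lines joining the lists of a genotype. The Zld share fell in both genotypes, from 8.08% to 3.1% in *grh M+* and from 7.1% to 2.9% in *grh M-*, and the Grh share was higher at stage 6 than at stage 5 in both. In the genotypes not shown, the Grh share differed by 0.18 percentage points in *grh M+Z+* and by -0.04 in *grh M-Z-*.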

The binding motif for the zygotic genome activator Zld was highly enriched in the sequences underlying regions that had decreased accessibility at gastrulation (Fig. 3G; *P*-value=1e10^−793^; Fig. S3D; Liang et al., 2008). Thus, although Zld is a pioneer factor that functions to establish or maintain chromatin accessibility at a subset of loci in the stage 5 embryo, the enrichment of Zld-binding sites in areas with decreased accessibility suggests that other factors likely influence chromatin accessibility following genome activation (Foo et al., 2014; McDaniel et al., 2019; Schulz et al., 2015; Sun et al., 2015).

We have previously identified both Zld- and Grh-binding sites at stage 5 using chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) (Harrison et al., 2011; Nevil et al., 2017). Comparison of our ChIP-seq and ATAC-seq data sets showed that Zld binding is enriched in regions that decrease in chromatin accessibility, whereas Grh binding is enriched in regions that gain chromatin accessibility (Fig. 3H, Fig. S3E), consistent with the binding predicted by motif searches. Thus, both motif enrichment and transcription factor binding profiles support a role for these pioneering proteins in determining developmentally regulated chromatin accessibility.

### Grainy head is not required for chromatin accessibility at gastrulation

Because both the Grh-binding motif and Grh occupancy were enriched at regions that gained chromatin accessibility between stage 5 and stage 6, we tested whether zygotically encoded Grh was essential for driving these changes in chromatin architecture. 

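The zygotic comparison at stage 6 rests on 3 single embryos of each genotype, and the authors called peaks on the 3 together. The list of homozygous *grh B37* embryos held 81187 peaks covering 16.8 Mb, with a median of 45 fragments at the summit over a median background of 15.1. That of the heterozygous siblings held 70259 peaks covering 16.1 Mb, with a median of 46 fragments over a background of 14.8. The −log_10_(q-value) of the weakest of the strongest 5000 peaks was 135 in the mutant and 136 in the siblings, higher than in any other list of the study. Strong peaks were compared between the lists by the same ranks as for the maternal depletion, so that only losses that carry a peak from the strongest 5000 to below the strongest 15000 are counted.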

We collected mutant (*grh^B37/B37^*) and wild-type (*grh^B37/+^*) stage 6 embryos in triplicate and measured the chromatin accessibility using single-embryo ATAC-seq (Fig. S4A,B). Although we identified hundreds of sites that lose accessibility in the *grh* mutant background, these sites were false positives. Of the regions that changed in accessibility, 90.6% were located on the same chromosome as *grh*, chromosome 2 (Fig. 4A,B). 

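Chromosome 2 (2L and 2R) could not be given a share among the strongest 5000 peaks of *grh B37/B37* and *grh B37/+* at stage 6, since 0 peaks of either list had no counterpart (exact Clopper-Pearson 95% upper limit 0.0738% in each direction). When the strongest 10000 peaks were used, 83 peaks had no counterpart in both directions together, of which 47 (56.6%) lay on chromosome 2, at percentile 99.98 of random sets with the same ranks. Of these, 52 were peaks of *grh B37/+*, with 31 on chromosome 2 (59.6% against a random median of 36.5%), and 31 were peaks of *grh B37/B37*, with 16 on chromosome 2 (51.6% against 35.5%). With an overlap of at least 50% of the peak, 66 of 164 changed peaks lay on chromosome 2 (40.2%, percentile 47.4), and with peaks ranked by fold enrichment 24 of 59 did (40.7%, percentile 78.6).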

Because the *grh^B37^* allele is maintained over a balancer chromosome this *grh^B37^*-containing chromosome has likely accumulated mutations (Sharp and Agrawal, 2012, 2018), which prevented proper read mapping, artificially lowering read counts and resulting in apparent losses of accessibility (Fig. S4C,D). Thus, although both the Grh motif and Grh binding were enriched in regions that gained in accessibility during gastrulation, loss of zygotic *grh* alone is not sufficient to significantly alter chromatin accessibility in stage 6 embryos. 

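The lists of *grh B37/B37* and *grh B37/+* at stage 6 shared 88.2% of their strongest 5000 peaks. The Grh motif lay near the strongest summit in 1.08% of these peaks in *grh B37/B37* and in 1.16% in *grh B37/+*. A shift in rank of the peaks with the Grh motif was measured by a test chosen after the data were examined. The 58 strongest peaks of *grh B37/+* with the motif lay on average 305 ranks lower in *grh B37/B37* than in *grh B37/+*, against a median of 63.7 for random peaks of the same ranks (percentile 99.4 of 10000 sets). In the other direction, the 54 peaks of *grh B37/B37* with the motif differed by -220 ranks (percentile 0.56). Peaks on chromosome X also shifted, by -728 ranks for *grh B37/+* peaks and 679 for *grh B37/B37* peaks (percentiles 0 and 100). Those with the reversed Grh motif lay at percentiles 14.1 and 25.1. The paper proposes that mutations accumulated on the chromosome that carries *grh*, where the changed regions mainly lie, prevented reads from mapping, and concludes that loss of zygotic *grh* alone does not significantly alter accessibility at this stage.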

**Fig. 4.**
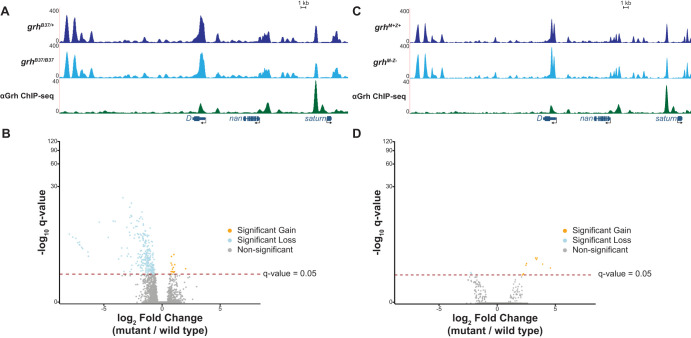
**Grh is not required for chromatin accessibility at gastrulation.** (A) UCSC genome browser tracks of single stage 6 embryo ATAC-seq data from either a *grh* null mutant (*grh^B37/B37^*) or wild-type sibling control (*grh^B37/+^*) along with ChIP-seq peaks for Grh from stage 5 embryos (Nevil et al., 2017). (B) Volcano plot showing all accessible regions identified. Significance of change in accessibility reported by −log_10_(q-value) on the *y*-axis, and magnitude of change by log_2_(fold change) on the *x*-axis. Regions that significantly gain (orange) or lose (blue) accessibility are defined as those with a q-value <0.05. Non-significant changes are those with a q-value >0.05 (gray) (see also Fig. S4). (C) UCSC genome browser tracks of a representative locus showing single stage 6 embryo ATAC-seq data from either *grh* maternal and zygotic depletions (*grh^M−Z−^*) or wild-type sibling control (*grh^M+Z+^*) along with ChIP-seq peaks for Grh from stage 5 embryos (Nevil et al., 2017). (D) Volcano plot showing all accessible regions identified in the *grh* maternal and zygotic depletion. Significance of change in accessibility reported by −log_10_(q-value) on the *y*-axis, and magnitude of change by log_2_(fold change) on the *x*-axis. Regions that significantly gain (orange) or lose (blue) accessibility are defined as those with a q-value <0.05. Non-significant changes are those with a q-value >0.05 (gray).

Although zygotic Grh was not required for chromatin accessibility during gastrulation, it was possible that maternally encoded Grh could provide the necessary activity. 

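In the maternal and zygotic experiment, peaks were called on each single embryo and the lists of a condition were deposited joined together, with 3 embryos for *grh M+Z+* and 3 for *grh M-Z-* at stage 5, and 2 and 3 at stage 6. The 11 embryos had from 24961 to 36749 peaks each. For comparison with the other experiments, the peaks of a condition were merged into 1 list, which held 45468 regions for *grh M+Z+* and 43686 for *grh M-Z-* at stage 5, and 40898 and 49110 at stage 6. The median background at the summits was 3.73 in *grh M+Z+* and 3.56 in *grh M-Z-* at stage 5, and 3.53 and 4.66 at stage 6, where each value comes from 1 embryo, and was lower than in the other experiments. The embryos were also compared as separate lists, a comparison chosen after the data were examined, with exact permutation of labels over embryos. At stage 6 the 2 and 3 embryos allow no p below 0.1, and at stage 5 the 3 and 3 allow none below 0.1 either.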

To determine definitively whether Grh was essential for driving accessible chromatin at gastrulation, we performed ATAC-seq on stage 5 and stage 6 embryos lacking both maternal and zygotic *grh* (Fig. S5A). The ATAC-seq profiles demonstrated limited changes in accessibility and were nearly identical to those lacking zygotic Grh alone (Fig. 4C,D, Fig. S5B). Thus, despite the crucial function of Grh in determining chromatin accessibility in the larval eye disc (Jacobs et al., 2018), we showed that Grh is not required for chromatin accessibility during gastrulation (Fig. S5C).

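Of the strongest 5000 merged regions of *grh M-Z-*, 18 had no counterpart in *grh M+Z+* at stage 5 (0.36%, exact Clopper-Pearson 95% interval 0.213% to 0.57%) and 3 at stage 6 (0.06%). In the other direction, 7 regions of *grh M+Z+* had none in *grh M-Z-* at stage 5 (0.14%) and 7 at stage 6 (0.14%). With 1 embryo of *grh M-Z-* left out in turn, the share in both directions at stage 5 ranged up to 0.82%, against 0.25% with all embryos. Of the 25 changed peaks at stage 5, 13 lay on chromosome 2 (52%, percentile 94.2 of random sets with the same ranks), and of the 10 at stage 6, 5 did (50%, percentile 77.2). The stage 5 share exceeded the random median by 16 percentage points, against -2.04 to 4.76 points over its 5 alternatives. With 1 library left out in turn, the excess at stage 5 ranged from 3.66 to 33.3 points. The stage 6 lists of *grh M+Z+* and *grh M-Z-* shared 83.4% of their strongest 5000 regions. Between single embryos, replicates of one condition shared 77.6% ± 2.45 (SD over 10 pairs) of the strongest 5000 peaks, mutant and control embryos of one stage 77.3% ± 2.71 (SD over 15 pairs), and embryos of different stages 67.9% ± 3.12 (SD over 30 pairs). The difference between pairs of the same and of different genotype within a stage was 0.328 percentage points (exact permutation over embryos within stages, two-sided p = 0.7), or 0.821 points on autosomes only (p = 0.08, the same exact permutation), and that between pairs of the same and of different stage was 9.52 points (p = 0.00216, the smallest the exact permutation allows).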

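In the 5 comparisons of a mutant with its sibling control at stage 5 or stage 6, 0.374% of the strongest 5000 peaks had no counterpart on average over the 10 lists. The mean was 5.6% between the stages of one genotype and 1.43% between control lists of one stage, which come from different experiments, while a mutant and its control come from the same one. The control mean joins 5.44% and 3.66% at stage 5 with 0.18% to 0.8% at stage 6. At stage 5 the control values thus lay within the range of the stage pairs, 2.86% to 10.6%. Between single embryos of the maternal and zygotic experiment, compared as separate lists after the data were examined, the mean was 0.889% for a mutant and a control of one stage, 0.723% for replicates of one condition and 5.62% for different stages of one genotype. The order of the means over condition lists was the same in 10 of 10 settings, which were the main one, 8 alternatives and the use of autosomes only. The share of the strongest 5000 peaks with the Grh motif was lower in the mutant in 5 of 5 pairs of lists, with a mean difference of -0.252 percentage points (exact sign-flip permutation over the pairs, two-sided p = 0.063, the smallest that 5 pairs allow). From the limited changes in embryos that lack both maternal and zygotic *grh* (Fig. 4D), the paper concludes that Grh is not required for accessible chromatin during gastrulation.

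**Figure D2:**
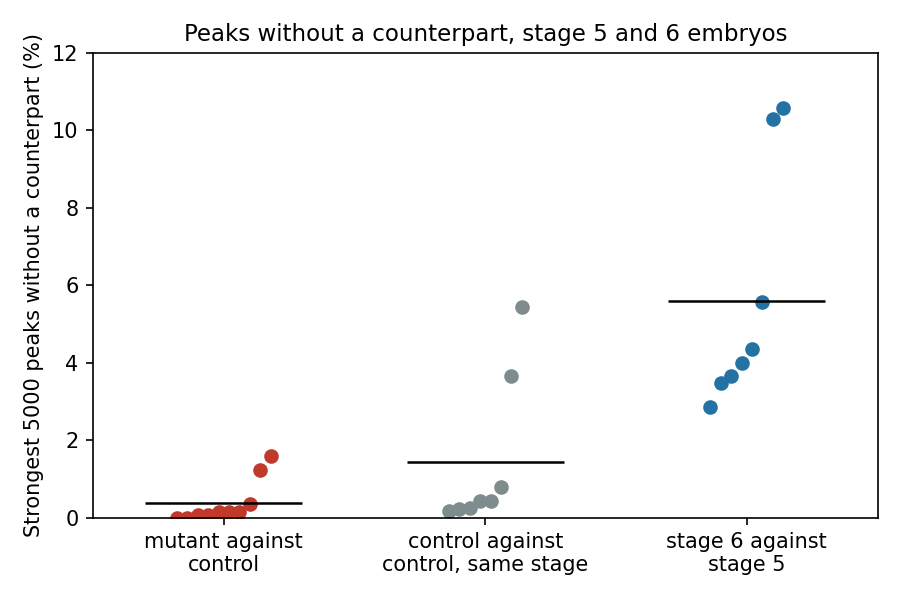
Percentage of the strongest 5000 peaks of a list without a counterpart among the strongest 15000 of the other list, for stage 5 and stage 6 lists of mutant against control, of controls from different experiments at one stage, and of stage 6 against stage 5 of one genotype. Each point is 1 list in 1 direction and lines are means. Mutants against controls lay between 0% and 1.6%, controls of different experiments between 0.18% and 5.44% and stage pairs between 2.86% and 10.6%.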

### Grainy head maintains chromatin accessibility during late stages of embryogenesis

Our data demonstrated that, contrary to our expectations, early chromatin accessibility is not dependent upon either maternally encoded or zygotically expressed Grh. However, because Grh is essential for chromatin accessibility in larval imaginal discs (Jacobs et al., 2018), we tested whether later in embryonic development Grh may be important for maintaining or establishing accessible regions in cells as they differentiate. To test this, we depleted zygotic Grh and performed bulk ATAC-seq on homozygous *grh^B37^* mutant embryos collected 11-12 h after egg laying (AEL; stage 14-15) and their heterozygous sibling controls. 

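For each genotype at 11-12 h AEL, 1 sample was deposited, made from 7 embryos and sequenced as 100 bp single-end reads without selection of fragments by size. MACS2 listed 10509 peaks covering 4 Mb in *grh B37/B37*, with a median width of 321 bp, and 20540 peaks covering 9.45 Mb in *grh B37/+*, with a median width of 387 bp. The median summit had 38 reads over a background of 15.8 in *grh B37/B37* and 39 reads over a background of 15.6 in *grh B37/+*. The weakest of the strongest 5000 peaks had a −log_10_(q-value) of 4.15 in *grh B37/B37* and 10.3 in *grh B37/+*, so that the same rank stands for a weaker peak in the mutant. Because the list of *grh B37/B37* holds fewer than 15000 peaks, it was used whole when counterparts of *grh B37/+* peaks were sought. With 1 list per genotype there is no spread between samples, and no test across samples is possible. The paper reports significant losses at this stage but does not state how many libraries it used. Each list was treated as 1 sample, as labelled.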

Embryos at this stage comprise numerous different tissue types, many of which do not express Grh. This heterogeneity might have masked some of the effects of loss of Grh, as we assayed chromatin accessibility on whole embryos. Nonetheless, we identified 92 regions with significant losses in chromatin accessibility in the absence of Grh (Fig. 5A,B). These regions were enriched for Grh motifs and primarily located in promoter sequences (Fig. S6A,B). Of these 92 loci, 73% overlapped with a Grh ChIP-seq peak. 

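Of the strongest 5000 peaks of *grh B37/+* at 11-12 h AEL, 920 had no counterpart in *grh B37/B37* (18.4%, exact Clopper-Pearson 95% interval 17.3% to 19.5%). In the other direction, 527 of the strongest 5000 peaks of *grh B37/B37* had none in *grh B37/+* (10.5%, interval 9.7% to 11.4%). Among the strongest 2000 peaks of *grh B37/+*, 84 had no counterpart (4.2%), and among the strongest 10000, 3853 had none. The peaks found only in *grh B37/+* had a median rank of 3738, and 82.3% ranked in the weaker 50% of these 5000 peaks, against a median rank of 2142 and 42.7% for the peaks with a counterpart. The strongest peak found only in *grh B37/+* lies on 2R from 20244754 to 20245685 (rank 542, −log_10_(q-value) of 32.6), with its summit 125 bp from the start site of *Hacl*. The next lie on 3L from 21497195 to 21497582 (rank 822), 121 bp from the start site of *Hr78*, and on 2R from 24099101 to 24099617 (rank 826), 67 bp from the start site of *enok*. The others of the strongest 10 lie nearest to lncRNA:CR45750, lncRNA:CR43855, *Larp7*, *Sh*, *Art9*, *RIOK1* and *porin*. Chromosome 2 held 324 of the 920 peaks (35.2%, against a median of 35.4% in random sets with the same ranks).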

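Of the 920 peaks found only in *grh B37/+* at 11-12 h AEL, 665 had their strongest summit within 1 kb of a transcription start site (72.3%, exact Clopper-Pearson 95% interval 69.3% to 75.2%). Random sets with the same ranks had a median of 68% and a middle 95% from 65.4% to 70.5%. In the strongest 2000 peaks the direction was reversed, with a difference of -7.14 percentage points from the random median. Of the 527 peaks found only in *grh B37/B37*, 48 lay at a promoter (9.11%, random median 49.5%). The Grh motif lay within 50 bp of the strongest summit in 10 of the 920 peaks (1.09%, interval 0.522% to 1.99%), against a median of 1.2% and a middle 95% from 0.652% to 1.85% in random sets (percentile 33.6). None of the 10 strongest of these peaks held it. The control-only peaks are not the regions that the paper called on read counts, so this share does not test the enrichment reported there. Over the strongest 5000 peaks, 1.32% in *grh B37/+* and 1.2% in *grh B37/B37* held the motif.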

Our ability to identify these changes in accessibility within whole embryos suggested that the 92 identified regions may be especially dependent on Grh for accessibility. Thus, to determine whether Grh was more broadly required for accessibility, we examined whether there was a general decrease in accessibility at all sites bound by Grh when Grh was absent. We identified a dependence on Grh for accessibility when we analyzed 5 kb windows surrounding regions normally bound by Grh (Fig. 5C, Fig. S6C; Nevil et al., 2017). To quantify this observation, we tested for changes in accessibility in windows around Grh-binding sites. We normalized read depth in 50 bp windowed regions around all Grh-peak centers and measured the loss of accessibility as the log_2_ ratio of mutant:wild type normalized read depth. We noted the greatest difference between mutant and wild type in accessibility is at Grh-peak centers (Fig. 5D, compare ‘Genomic’ with ‘0-50 bp’). Furthermore, this decrease in accessibility compared with wild type was alleviated as distance from the binding-site center increased (Fig. 5D, compare ‘0-50 bp’ with ‘1000-1050 bp’). To test whether this dependence on Grh for accessibility was specific to distinct genomic regions, we annotated and separated the genome into promoters, 1-3 kb upstream, exons, introns, untranslated regions (UTRs) and intergenic regions. We then identified the changes in accessibility at these regions in the presence or absence of Grh. Independent of genomic feature, the loss of Grh resulted in decreased chromatin accessibility at regions normally bound by Grh (Fig. S6D). Together, these data reveal a role for Grh in establishing or maintaining accessibility during the late stages of embryogenesis. 

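At the 4080 strongest peaks of *grh B37/+* with a counterpart in *grh B37/B37*, the median ratio of mutant to control was 0.647 for the reads at the summit and 0.893 for the local background. At the 4614 strongest peaks of *grh B37/B37* with a counterpart in *grh B37/+*, the ratios were 0.739 and 0.915. Peaks with the Grh motif were compared by rank in a test chosen after the data were examined. The 57 peaks of *grh B37/B37* with the motif differed by -379 ranks on average, that is, they ranked higher in *grh B37/+*, at percentile 0.02 of 10000 random sets with the same ranks. The 56 peaks of *grh B37/+* with the motif ranked 192 lower in *grh B37/B37*, at percentile 87. From the loss of accessibility at regions bound by Grh, largest at the centers of the binding sites (Fig. 5D), the paper concludes that Grh has a role in establishing or maintaining accessibility late in embryogenesis.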

**Fig. 5.**
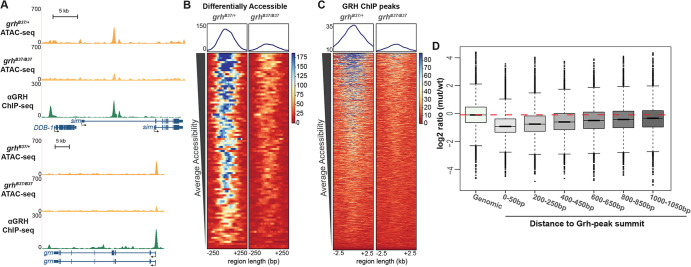
**Grh is required for chromatin accessibility at 11-12 h AEL.** (A) UCSC genome browser tracks of ATAC-seq from 11-12 h AEL for *grh*-null mutant embryos (*grh^B37/B37^*), stage-matched, wild-type sibling control (*grh^B37/+^*), and stage-matched Grh ChIP-seq (Nevil et al., 2017). (B) Heat maps of regions differentially accessible between the *grh* mutant and wild-type control. Color scale indicates relative height of ATAC-seq, i.e. accessibility. Heat maps are centered on ATAC-seq peak summits. (C) Heat maps of ATAC-seq data from *grh*-mutant and wild-type control embryos for all Grh-bound regions as identified by ChIP-seq. Color scale indicates relative height of ATAC-seq, i.e. accessibility. Heat maps are centered on Grh ChIP-seq peak summits. (D) Box plots of log_2_ ratios of ATAC-seq signal between *grh*-mutant and wild-type embryos, at windows of increasing distance around Grh ChIP-seq peak summits. Red dashed line indicates average signal of random genomic windows. Boxes represent the upper and lower quartiles around the median. Whiskers indicate the minimum and maximum, and outliers are represented as circles outside of the whiskers.

### Loss of Grainy head at a single locus does not significantly alter chromatin accessibility

Removing Grh in the embryo also disrupts the expression of additional transcription or developmental factors controlled by the Grh gene regulatory network (Nevil et al., 2017). To determine the direct effects of removing the ability of Grh to bind to the genome, we mutated a single Grh-binding motif using Cas9-mediated genome editing and assayed chromatin accessibility using formaldehyde-assisted isolation of regulatory elements (FAIRE) coupled with qPCR. For this purpose, we identified a single canonical Grh-binding motif in the promoter of the gene *ladybird late* (*lbl*). 

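The gene *lbl* lies on the minus strand of 3R in dm6 from 21409979 to 21434133, with 1 annotated transcription start site at 21434133. The promoter fragment cloned for the reporter spans 21433736 to 21434295 and holds 1 match to the Grh motif. The match lies from 21434223 to 21434230, 97 bp upstream of the start site and outside any annotated transcript, and reads AACTGGTT on the plus strand of the reference. It is the only match within 1 kb of the start site. Another match lies inside the gene from 21428140 to 21428147, 5986 bp downstream of the start site. On the strand of the gene, the reference around the promoter match from 21434193 to 21434260 reads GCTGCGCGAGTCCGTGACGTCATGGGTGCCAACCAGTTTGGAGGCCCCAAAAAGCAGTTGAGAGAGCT.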

Grh is bound to this locus throughout embryogenesis and in larval wing discs (Fig. 6; Nevil et al., 2017). This site gained accessibility during gastrulation and lost accessibility in the absence of zygotic Grh at 11-12 h AEL (Fig. 6A). 

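In *grh M+*, no peak lay over the Grh motif of the *lbl* promoter at stage 5, and the strongest peak within 1 kb of the start site had rank 15005. At stage 6 a peak from 21434064 to 21434630 covered the motif, at rank 7327 of 43000 with a fold enrichment of 4.58 and a −log_10_(q-value) of 35.9. In *grh M-* a peak covered the motif at both stages, at rank 13140 of 36040 at stage 5 and rank 7763 of 38030 at stage 6. No peak covered it at stage 6 in *grh B37/B37*, *grh B37/+*, *grh M+Z+* or *grh M-Z-*, nor at stage 5 in *grh M+Z+*, and in *grh M-Z-* at stage 5 a peak at rank 21751 of 43686 did. In *grh M+Z+* the strongest peak within 1 kb of the start site had rank 9121 at stage 5 and rank 10319 at stage 6. In *grh M-Z-* the rank moved the other way, from 21751 at stage 5 to 12260 at stage 6. The zygotic stage 6 lists had a promoter peak that began close to the motif. It started at 21434244 in *grh B37/B37* (rank 14229) and at 21434243 in *grh B37/+* (rank 13253). At 11-12 h AEL the peak over the motif had rank 149 of 20540 in *grh B37/+*, with a fold enrichment of 6.68 and a −log_10_(q-value) of 46.7, and rank 957 of 10509 in *grh B37/B37*, with a fold enrichment of 3.44 and a −log_10_(q-value) of 12.7. Its summit had 101 reads over a background of 14.3 in *grh B37/+* and 57 reads over 15.8 in *grh B37/B37*. The summits lay 107 bp and 117 bp from the motif. The peak had a counterpart in both lists and is not among those found only in *grh B37/+*.

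**Figure D3:**
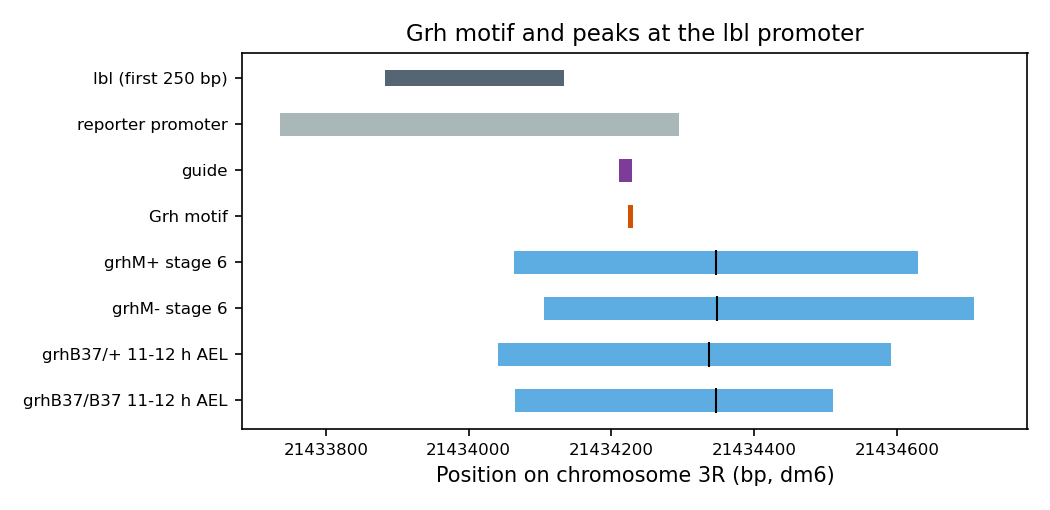
Peaks over the *lbl* promoter on 3R (position in dm6 on the horizontal axis) in 4 lists, with a black line at each summit, above them the Grh motif from 21434223 to 21434230, the guide RNA site used to edit it, the promoter fragment of the reporter and the start of the gene. The summits lie 107 bp from the motif in *grh B37/+* and 117 bp in *grh B37/B37* at 11-12 h AEL.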

**Fig. 6.**
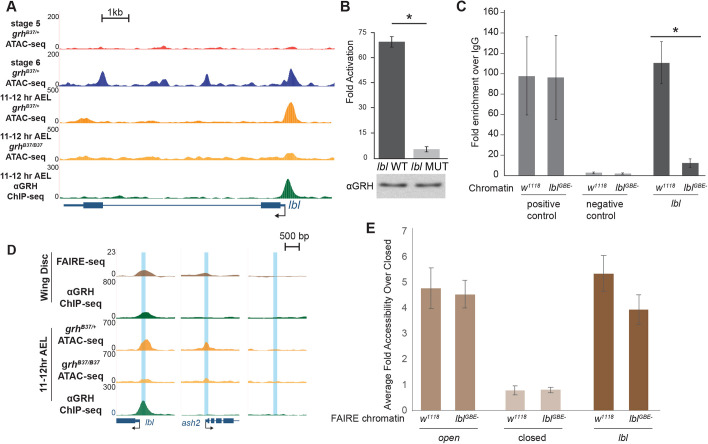
**Grh is not required for local accessibility at the *ladybird late* promoter.** (A) UCSC genome browser tracks of 11-12 h AEL ATAC- and ChIP-seq data at the *lbl* locus for the genotypes indicated along with wild-type stage 5 and stage 6 ATAC-seq data. (B) Fold activation upon Grh expression of reporters driven by either a wild-type *lbl* promoter (*lbl* WT) or the *lbl* promoter with the Grh-binding site mutated (*lbl* MUT) transiently transfected into S2 cells. Error bars indicate s.d. *P<0.03 (*t*-test, *n*=3). (C) ChIP-qPCR using an anti-Grh antibody performed with chromatin from either wild-type (*w^1118^*) embryos or embryos in which the single Grh-binding site in the *lbl* promoter had been disrupted (*lbl^GBE−^*)*.* Positive control: Grh-bound locus (*slo*). Negative control: intergenic region. *lbl*: region corresponding to Grh-binding site in the *lbl* promoter. Error bars indicate s.d. *P<0.05 (two-tailed Student's *t*-test, *n*=3). (D) UCSC genome browser tracks of ATAC-, ChIP- (Nevil et al., 2017) and FAIRE-seq (McKay and Lieb, 2013) data from of 11-12 h AEL embryos and larval imaginal wing discs. Blue boxes indicate target regions assayed by FAIRE. (E) FAIRE-qPCR results from *lbl* promoter mutant (*lbl^GBE−^*) and wild-type (*w^1118^*) chromatin at an open region (*ash2*), a closed region, and the *lbl* promoter. Error bars indicate s.d. *n*=3.

To confirm the necessity of the identified Grh-binding motif for recruitment of Grh, we transiently transfected S2 cells with a luciferase reporter driven by the *lbl* promoter with either a wild-type or mutated Grh motif and assayed luciferase levels in the presence of Grh and normalized to a no-protein control. Grh activated expression of the wild-type reporter, but not the reporter with the mutated binding motif (Fig. 6B). We therefore used Cas9-mediated mutagenesis to mutate the canonical Grh motif to an EcoRI-recognition site at the endogenous *lbl* locus (Fig. S7A). To our knowledge, this only disrupted the Grh motif and no additional promoter elements. The resultant flies were homozygous viable and fertile. ChIP-qPCR confirmed the loss of Grh binding to the mutant *lbl* promoter (*lbl^GBE−^*) and no detectable changes in binding to a control target region (Fig. 6C). Despite the lack of Grh binding, *lbl* expression was unchanged in homozygous mutant embryos 11-12 h AEL (Fig. S7B). To assay for any changes in chromatin accessibility, we performed FAIRE-qPCR using third instar larval wing discs, a tissue in which Grh is strongly expressed in all or most cells (Fig. 6D, note imaginal disc ChIP- and FAIRE-seq; Lee and Adler, 2004; Nevil et al., 2017; Uv et al., 1997). Importantly, similar to embryos, Grh is bound to the *lbl* promoter in wing discs (Nevil et al., 2017), and the promoter is accessible (McKay and Lieb, 2013) (Fig. 6D). Grh is required for accessibility at many regulatory regions in the eye imaginal disc (Jacobs et al., 2018), suggesting that in the larva Grh is likely to have pioneering functions. FAIRE-qPCR of the mutated *lbl* promoter revealed a small, but statistically insignificant change in accessibility at the *lbl* promoter in wing discs (Fig. 6E). Therefore, although Grh is required for chromatin accessibility at some larval eye disc enhancers (Jacobs et al., 2018), it is not required at all larval *cis-*regulatory modules.

## DISCUSSION

We identified that the pioneering activity of *Drosophila* Grh is developmentally regulated. Previous work had demonstrated that Grh was both necessary and sufficient for chromatin accessibility in the larval eye disc and that GRHL2 similarly had a pioneering function in mammalian cell culture (Chen et al., 2018; Jacobs et al., 2018). Here, we tested the requirement for maternally and zygotically encoded Grh in determining regions of open chromatin in embryo. We demonstrated that maternally encoded Grh is not required for chromatin accessibility at stage 5, and neither maternally nor zygotically encoded Grh is required at stage 6, when zygotic *grh* is normally expressed. Nonetheless, Grh motifs, among other sequence motifs, are enriched at sites that become accessible during gastrulation. In contrast to gastrulating embryos, we established that Grh activity is important for determining chromatin accessibility later in embryonic development. This is also the developmental time point at which Grh is essential for viability. Despite this role in determining chromatin accessibility in the late embryo and larvae, the loss of Grh binding at a single locus in larval tissue did not decrease chromatin accessibility at this site. Thus, we propose that the pioneering activity of Grh is not required at all stages of development nor at all Grh-bound *cis-*regulatory elements. Instead, in these tissues or at these loci other factors may compensate for the loss of Grh.

Although pioneer factors are defined by their ability to establish gene regulatory networks by binding to *cis-*regulatory modules and promoting chromatin accessibility, recent evidence suggests that pioneer factors vary in their capacity to accomplish this task. FOXA1, which is known to displace nucleosomes and to bind mitotic chromatin (Caravaca et al., 2013; Cirillo et al., 2002; Zaret and Carroll, 2011), is redirected to previously unoccupied sites upon activation of the TNFα pathway (Franco et al., 2015). Similarly, OCT4 binding to the genome is dynamic and is modulated by a cohort of transcription factors, including OTX2, to compete with nucleosomes at enhancers (Buecker et al., 2014), and SOX2 requires PARP1 to reshape nucleosomal DNA to access 26% of its sites *in vivo* (Liu and Kraus, 2017). Thus, the pioneering roles of these transcription factors are regulated in a tissue-specific or temporal manner. By assaying the conserved, essential transcription factor Grh at multiple stages of development, we demonstrated that the role of Grh in determining *cis*-regulatory modules depends on developmental stage. Although Grh functions as a pioneer factor at a subset of enhancers in *Drosophila* eye imaginal discs and in mammalian epiblast stem cells (Chen et al., 2018; Jacobs et al., 2018), our data show that this activity is not required to establish or maintain chromatin accessibility in the early embryo. Together, these data suggest that there is context specificity to Grh pioneering activity and support a model in which pioneer-factor activity is regulated by additional factors, expression of which is variable across development.

The conditions that lead to context-specific Grh-pioneering activity remain unknown, but the combinatorial action of other transcription factors could provide temporal robustness to chromatin remodeling. By examining changes in chromatin accessibility during gastrulation, we have identified factors that may function to define *cis*-regulatory regions at this stage of development. Among the top motifs associated with gains in accessibility during gastrulation are binding motifs for Odd-paired, Dichaete and Forkhead-like transcription factors. The mammalian orthologs of these *Drosophila* transcription factors mark *cis-*regulatory regions. Zic2, the mammalian ortholog of Opa, occupies enhancers prior to OCT4 binding and thus differentiation, suggesting that Zic2 has a role in marking *cis-*regulatory regions (Luo et al., 2015). Forkhead-like factors in *Drosophila* are the homologs of FOXA1, a pioneer factor that actively displaces nucleosomes (Cirillo et al., 2002). *Dichaete* is a *Drosophila* member of the Group B Sox transcription factors (Aleksic et al., 2013; Crémazy et al., 2001; Russell et al., 1996). In mammals, the Group B Sox protein SOX2 is known to be a pioneer factor essential for development (Iwafuchi-Doi and Zaret, 2014; Soufi et al., 2012). In *Drosophila*, both *opa* and *D* are upregulated upon zygotic genome activation and both are required for embryonic development (Benedyk et al., 1994; Nambu and Nambu, 1996). Opa is required for temporally regulated changes in expression of multiple pair-rule genes and functions both directly to induce spatiotemporal changes in expression and to modify the role of additional factors (Clark and Akam, 2016). D binds to core promoters and enhancers in the embryo and is required for proper gene expression of thousands of genes (Aleksic et al., 2013). Indeed, recent evidence has shown that Opa is required for hundreds of regions of accessible chromatin in the gastrulating embryo, demonstrating that individual factors can drive chromatin accessibility at this stage of development (Koromila et al., 2019 preprint; Soluri et al., 2019 preprint). Opa, Grh and D are all factors that are broadly expressed at the transition to gastrulation and are required for proper gene expression. Together with our data demonstrating an enrichment for their binding motifs at regions of chromatin that become accessible at gastrulation, this suggests that these factors collaborate to determine the *cis*-regulatory regions. Given the role of Opa in pioneering regions of chromatin accessibility, it is possible that Opa, and perhaps D, compensate for the loss of Grh at a subset of co-occupied regions at this time in development (Fig. S8). However, later in development Grh is required broadly to establish chromatin accessibility (Jacobs et al., 2018), suggesting that these and other factors can no longer compensate. Indeed in the larval brain, D, Opa and Grh constitute a non-redundant temporal cascade regulating neuroblast fate in the larval brain (Abdusselamoglu et al., 2019). This supports a model in which the requirement for pioneer-factor activity in determining *cis*-regulatory regions is not strictly inherent to the protein, but is dependent on the developmental stage in which the protein is acting.

During mitosis, chromatin condensation leads to the removal of many transcription factors from their interphase binding sites, but recent studies have indicated that a subset of factors remain bound to mitotic chromatin (Raccaud and Suter, 2018; Raccaud et al., 2019). Although not a unique property of pioneer transcription factors, mitotic chromatin occupancy is correlated with the ability of pioneer factors to bind nucleosomal DNA and may allow these factors to re-establish transcriptional networks rapidly following mitosis (Caravaca et al., 2013; Festuccia et al., 2017; Kadauke et al., 2012; Soufi et al., 2012). We showed that Grh binds to mitotic chromatin in the gastrulating embryo. However, at the same time in development Grh is not essential for defining regions of chromatin accessibility. Thus, our data separate the pioneering activity and mitotic chromatin-binding activities of Grh. Although the mechanisms and consequences of the retention of Grh on mitotic chromosomes in the early embryo are unclear, this ability may be related to its surprisingly stable binding profiles during embryogenesis as assayed by ChIP-seq (Nevil et al., 2017).

We previously demonstrated that Grh binding is stable across days of development (Nevil et al., 2017). By contrast, here we show that Grh activity in defining *cis*-regulatory regions is regulated during development. Our analysis suggests that a number of factors that may have pioneering roles at gastrulation compensate for loss of Grh. Furthermore, our results demonstrate that Grh remains bound to chromatin during mitosis, but that this function is not directly related to its pioneering function. Together, our data support a model in which pioneering activity is not a static property of the protein but is rather regulated and context dependent.

## MATERIALS AND METHODS

### Fly stocks

All fly stocks were raised on molasses food at 25°C. Germline mitotic clones were produced as described by Harrison et al. (2010) using the heat shock-inducible FLP-FRT system (Chou and Perrimon, 1996). For zygotic Grh depletions, the *grh^B37^* null mutant (Bray and Kafatos, 1991) was balanced over CyO sChFP. Embryos selected at stage 5, stage 6, or 11-12 h AEL were screened by the absence of red fluorescence (11-12 h AEL zygotic depletion) or the absence of green fluorescence (stage 5 and stage 6 maternal depletions, Fig. S2A), by PCR screening (stage 6 zygotic depletion; Fig. S3A) or by a combination of absence of green fluorescence and PCR screening (*grh^M−Z−^*) (Fig. S5A). Embryos were precisely staged using a light microscope. Additional fly strains used were: *sfGFP-Grh* (this study); *His2Av-RFP(III)* [Bloomington *Drosophila* Stock Center (BDSC), #23650]; *w^1118^;CyO, P{Tub-PBac T}2/Sp;l(3)/TM6B* (BDSC, #8285), *lbl^GBE−^* (this study); and *w^1118^.*

### CRISPR/Cas9-mediated generation of sfGFP-Grh and *lbl* mutant promoter

Cas9-mediated genome engineering, carried out as previously described (Gratz et al., 2013; Hamm et al., 2017), was used to generate the N-terminal super folder green fluorescent protein (sfGFP)-tagged Grh and mutant *lbl* promoter. The double-stranded DNA (dsDNA) donor was created using Gibson assembly (New England BioLabs) with 1-kb homology arms flanking the sfGFP tag and Grh N-terminal open reading frame. Additionally, a 3xP3-DsRed cassette flanked by the long-terminal repeats of piggyBac transposase was placed in the Grh 5′ UTR for selection. The guide RNA sequence (GCCAACTCCTAGGCGGCTGT) was cloned into pBSK under the U63 promoter using inverse PCR. Purified plasmid was injected into embryos of *w[1118]; PBac{y[+mDint2]=vas-Cas9}VK00027* (BDSC, #51324) by BestGene. Lines were screened for DsRed expression to verify integration. The entire 3xP3-DsRed cassette was cleanly removed using piggyBac transposase. Sanger sequencing of the entire region confirmed integration of the sfGFP tag without errors.

For production of a fly strain lacking the Grainy head-binding element (GBE) in the *lbl* promoter (*lbl^GBE−^*), a single-stranded oligodeoxynucleotide (ssODN) donor with mutations in the Grh motif was produced by Integrated DNA Technologies. A guide RNA site was selected that overlapped the Grh motif. 

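The Grh motif of the *lbl* promoter (AACTGGTT, 3R from 21434223 to 21434230 of dm6) overlaps a 20-nucleotide guide site on the plus strand from 21434210 to 21434229, which occurs 1 time in the chromosomes of the reference. The PAM beside it is TGG in the reference, and Cas9 would cut between 21434226 and 21434227. Counted from 1 at the first base of the motif, the edited motif differs from it by C3G, T4A, G5A, G6T and T8C. The substitutions C3G, T4A, G5A and G6T lie in the protospacer, at positions 16 to 19 counted from its 5′ end. T8C is at position 1 of the PAM, which reads CGG after the edit, with its GG unchanged.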

The modification of the Grh motif (AACTGGTT) to an EcoRI site (AAGAATTC) in the ssODN was sufficient to disrupt the PAM site and seed sequence, in addition to providing a restriction cut site for screening. The guide RNA sequence (TTTGGGGCCTCCAAACTGGT) was cloned into pBSK under the U63 promoter using inverse PCR. The ssODN was injected into embryos of *w[1118]; PBac{y[+mDint2]=vas-Cas9}VK00037/CyO, P{w[+mC]=Tb[1]}Cpr[CyO-A]* (BDSC#56552) by BestGene. Lines were screened using PCR and EcoRI digestion. The promoter was then sequenced to confirm mutation without errors.

### Imaging live embryos

Homozygous 0- to 2-h-old *sfGFP-Grh;* *His2Av-RFP* embryos were dechorionated in 50% bleach for 2 min and subsequently mounted in halocarbon oil. The living embryos were imaged on a Nikon A1R+ confocal microscope at the University of Wisconsin-Madison Biochemistry Department Optical Core. Staging was performed on the microscope to identify gastrulating embryos. Mitosis was identified in cells with condensing chromatin (visualized with *His2Av-RFP*) and cytoplasmic sfGFP-Grh (released upon nuclear envelope degradation). Movies were acquired immediately upon entry into mitosis. Fiji (Schindelin et al., 2012) was used to measure the relative fluorescence intensity of the fluorophores.

### ATAC-seq and bioinformatic analysis

Maternal *grh* depletions were obtained as described above. Homozygous zygotic *grh* mutants (*grh^B37/B37^*) at stage 6 were identified after ATAC-seq library preparation by PCR followed by Sanger sequencing and subsequently confirmed after high-throughput sequencing (Fig. S4A,B). Homozygous zygotic *grh* mutants at 11-12 h AEL were identified by lack of fluorescence from a CyO sChFP balancer chromosome.

Single-embryo ATAC-seq was performed as described previously (Blythe and Wieschaus, 2016; Buenrostro et al., 2013). Briefly, a single dechorionated embryo was transferred to the detached cap of a 1.5 ml microcentrifuge tube containing 10 µl of ice-cold ATAC lysis buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40). Under a dissecting microscope, a microcapillary tube was used to homogenize the embryo. The cap was placed into a 1.5 ml microcentrifuge tube containing an additional 40 µl of cold lysis buffer. Tubes were centrifuged for 10 min at 500 ***g*** at 4°C. ATAC-seq library preparation was performed using the Illumina Nextera DNA library preparation kit. The supernatant was removed, and the resulting nuclear pellet was resuspended in 5 µl buffer TD and combined with 2.5 µl H_2_O and 2.5 µl tagment DNA enzyme. Tubes were placed at 37°C for 30 min and the resulting fragmented DNA was purified using the Qiagen Minelute Cleanup Kit, with elution performed in 10 µl of the provided elution buffer. Fragmented DNA was amplified and barcoded with 12 cycles of PCR using New England BioLabs NEBNext Hi-Fi 2× PCR master mix and indexed primers. Amplified libraries were purified using a 1.2× ratio of Axygen Axyprep Mag PCR Cleanup beads. Libraries were submitted for paired-end, 150 bp sequencing by Novogene using an Illumina HiSeq 4000 and at the University of Wisconsin-Madison Biotechnology Center DNA Sequencing Facility using an Illumina NovaSeq 6000.

Bulk-embryo ATAC-seq was performed on embryos using an ATAC-seq protocol described by Buenrostro et al. (2013). Briefly, seven staged and dechorionated embryos were transferred to a 1.5 ml microcentrifuge tube and homogenized in 40 µl ice-cold ATAC lysis buffer. Library preparation and clean-up continued as described above. A 1.8× ratio of AMPure XP beads (Beckman Coulter) were used to purify the amplified libraries. Libraries were submitted for single-end, 100 bp sequencing at the University of Wisconsin-Madison Biotechnology Center DNA Sequencing Facility using an Illumina HiSeq 2500.

Using FASTQC paired- and single-end reads were checked for quality (Andrews, 2010; www.bioinformatics.babraham.ac.uk/projects/fastqc/). For the paired-end reads adapters, Tn5 transposon sequences, and low-quality bases were removed using Trimmomatic: java -jar trimmomatic-0.36.jar PE -trimlog trimlog.txt raw_reads_P1.fastq.gz raw_reads_P2.fastq.gz P1_trim.fastq.gz U1_trim.fastq.gz P2_trim.fastq.gz U2_trim.fastq.gz NexteraPE-PE.fa:2:30:10:8:true LEADING:3 TRAILING:3 SLIDINGWINDOW:4:22 MINLEN:1 (Bolger et al., 2014). Concordant, paired reads were mapped to the dm6 genome assembly (dos Santos et al., 2015) using Bowtie 2: bowtie2 –dovetail -k 2 -p 4 -N 1 -R 3 -t –met-file metrics.txt -x dm6 -1 P1_trim.fastq.gz -2 P2_trim.fastq.gz (Langmead and Salzberg, 2012). Unmapped, multiply aligning, mitochondrial and scaffold reads were removed. Fragments greater than 101 bp in length were removed leaving fragments largely originating from open chromatin. MACS version 2 (Zhang et al., 2008) was used with default parameters to identify any regions of open chromatin in all data sets: macs2 callpeak -q 0.05 –call-summits -f BAMPE -t replicate_1 replicate_2 replicate_3 -n output. These accessible sites were then combined into a single data set and merged to create a master list of all sites assayed in 100 bp regions. Throughout Samtools was used to filter and convert file formats (Li et al., 2009). Read counts of each accessible site for all replicates was obtained using featureCounts: featureCounts -F SAF -O -p -P -d 1 -D 100 -a accessible_peaks.saf -o count_table.txt [BAM file list] (Liao et al., 2013; subread.sourceforge.net). The resultant table was used in R (R Core Team, 2017; www.R-project.org) using the DESeq2 package (Love et al., 2014) to test for differential accessibility. Significant results are those with q-value <0.05 to minimize false positives. Subsequent visualization of DEseq2 tables was achieved using the ggplot2 package (Wickham, 2009) and visualization of genomic data by generation of bigWig files (Kent et al., 2010) and display at the UCSC Genome Browser (http://genome.ucsc.edu) (Kent et al., 2002; Raney et al., 2014). Single-end libraries were analyzed as described above with the appropriate default single-end parameters for each tool. No *in silico* size selection was performed on single-end data, as fragment size is not captured by this sequencing method.

### Motif enrichment

To test for enrichment of motifs, a *de novo* motif search was carried out using hypergeometirc optimization of motif enrichment (HOMER) (Heinz et al., 2010). Sites of significant changes in accessibility (identified by DEseq2) were used as input. The program identified motifs enriched relative to the background. The background for increases in accessibility were the sites that decreased in accessibility and vice versa. All accessible sites were used as background in a second *de novo* motif search. The *de novo* motifs were matched to known motifs from the JASPAR (http://jaspar.genereg.net) and DMMPMM (http://autosome.ru/DMMPMM) databases by HOMER. Motifs were given a *P*-value indicating the confidence of the enrichment relative to the background sequences.

### Cell culture and luciferase assays

The promoter region (−162 bp to +397 bp) from *lbl* was cloned into pGL3-Basic (Promega) to drive expression of Firefly luciferase. The canonical Grh-binding site (AACTGGTT) was mutated to an EcoRI recognition site (AAGAATTC). *Drosophila* Schneider 2 (S2) cells were cultured in Schneider's Media (Life Technologies) with 10% fetal bovine serum (Omega Scientific) and 1% antibiotic/antimycotic (Life Technologies). Transient transfections were performed in technical triplicate with 900 ng reporter construct, 200 ng Grh-expression plasmid and 100 ng of actin-*Renilla* loading control plasmid using Effectene Transfection Reagent (Qiagen). Fold activation was calculated relative to luciferase controls transfected with 200 ng empty expression plasmid. Luciferase assays were performed on cell lysates using a Dual Luciferase Assay kit (Promega). Transient Grh expression was confirmed by western blotting with a previously validated antibody (Nevil et al., 2017).

### Formaldehyde-assisted isolation of regulatory elements

Formaldehyde-assisted isolation of regulatory elements (FAIRE) was performed as described by McKay and Lieb (2013). Briefly, wandering third instar larvae were dissected in 1× PBS such that the imaginal discs remained attached to the inverted cuticle. The prepared larvae were fixed in 4% formaldehyde for 10 min and subsequently the wing discs were further dissected and flash frozen to be stored at −80°C. Replicates of 40 wing discs each were perforated using bead beating six times for 1 min, with 2 min rest at 4°C. The chromatin was then sonicated using a Covaris S220 High Performance Ultrasonicator four times for 30 s, 350 W power, 10% Duty factor, at 2°C. Phenol-chloroform extractions and ethanol precipitation were used to extract the accessible chromatin and purify the DNA. DNA concentrations were determined using a Qubit fluorometer (Thermo Fisher Scientific).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) experiments were performed with *lbl^GBE−^* embryos and *w^1118^* collected 11-12 h AEL. Embryos were fixed using formaldehyde, chromatin extracted, and immunoprecipitations were performed using an anti-Grh antibody as described previously (Li et al., 2008; Nevil et al., 2017). Enrichment was determined using biological triplicate in qPCR (described below).

### Quantitative PCR

DNA from either FAIRE or ChIP was prepared (as described above). Primers designed to span target regions (including controls) were used to perform qPCR in replicates using GoTaq qPCR Master Mix (Promega) (Table S1). Samples were analyzed in triplicate for each of three biological replicates and the fold change was calculated using fold enrichment over IgG (for ChIP) and the ΔΔC_t_ method (for FAIRE).

## Supplementary Material

10.1242/develop.185009_sup1 Supplementary information Click here for additional data file.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

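The study measured chromatin accessibility by ATAC-seq in *Drosophila* embryos that lack maternal Grh (*grh M-*), zygotic Grh (*grh B37/B37*) or both (*grh M-Z-*), and in their siblings (*grh M+*, *grh B37/+* and *grh M+Z+*). There are 31 samples in 12 conditions. The early conditions are single embryos at stage 5 or stage 6. At 11-12 h AEL there is 1 sample of 7 embryos for each of *grh B37/B37* and *grh B37/+*. The ChIP-seq data of the study were not used here.

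For the early embryos the authors trimmed 150 bp paired-end reads with Trimmomatic, mapped them to dm6 with Bowtie 2, and removed unmapped, multiply mapping, mitochondrial and scaffold reads and fragments over 101 bp. The samples at 11-12 h AEL were sequenced as 100 bp single-end reads without selection by size. The authors called peaks with MACS2 at a q-value of 0.05, with several summits per peak allowed. Each deposited list gives, for every summit, a score, which is 10 times the −log10 q as a whole number. The deposited lists also give the fold enrichment, a ratio of the summit over the local background, and the −log10 p and −log10 q of the summit, all as MACS2 wrote them. In the maternal and zygotic experiment, peaks are listed for each embryo, with 3 embryos for *grh M+Z+* and 3 for *grh M-Z-* at stage 5, and 2 and 3 at stage 6. In the other conditions the deposited list of a condition holds its replicates together. Read counts per embryo, which the authors compared with DESeq2, are not in the lists and were not analysed here.

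Reading MACS2's fold enrichment as (pileup + 1) / (background + 1) and its −log10 p as a Poisson tail, the pileup and the background of each summit were solved from the deposited values. This reading was checked by how many solved pileups lay within 0.05 of a whole number, which was at least 99.96% of the summits in each list. The median background, a measure of depth, was 7.19 in *grh M-* and 7.06 in *grh M+* at stage 5, and 9.99 and 11.6 at stage 6. It was 15.1 in *grh B37/B37* and 14.8 in *grh B37/+* at stage 6, and 15.8 and 15.6 at 11-12 h AEL. In the maternal and zygotic experiment it was 3.73 in *grh M+Z+* and 3.56 in *grh M-Z-* at stage 5, and 3.53 and 4.66 at stage 6. A share of 0 among 5000 peaks has an exact 95% upper limit of 0.0738%, which is the precision of the counts below. The fold enrichment and the −log10 q were used only to describe and rank peaks within a list, because they grow with depth.

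Summits of one peak were joined, and in the maternal and zygotic experiment the peaks of the embryos of a condition were merged. Peaks were ranked by −log10 q. A peak among the strongest 5000 of a list had a counterpart when it overlapped, by at least 1 bp, one of the strongest 15000 of the other list, or any peak where a list was shorter. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. Mutants were compared with their siblings in 6 comparisons, stage 6 with stage 5 in 4 genotypes, and control lists of one stage between experiments in 4 comparisons. Similarity of the 4 stage 5 and 6 stage 6 lists by stage, by experiment and by mutant status, and motif shares by stage, were tested by exact two-sided permutation over lists. These permutations treat the lists as exchangeable and do not use the pairing of the stages within a genotype. The zygotic experiment has early lists at stage 6 only. The Grh motif share of mutants was tested by exact sign flips over 5 pairs of lists. Embryos of the maternal and zygotic experiment were also compared as separate lists, by permutation over embryos, after the data were examined. No test across samples was possible at 11-12 h AEL.

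Motifs were strings searched on both strands within 50 bp of the strongest summit of a peak: AACYGGTT for Grh, CAGGTAG for Zld and 8 more read from the logos of Fig. 3F and 3G, each with its reversed string as a control of the same base composition. The p-values of the 10 motifs were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. Sets of changed peaks were compared with 10000 random sets of the same size, matched on 10 classes of rank within the list. Promoters were within 1 kb of an annotated transcription start site of the Ensembl annotation, without transposable elements. The reference sequence was compared with dm6, the build the authors name, by the lengths of its chromosomes, which no deposited peak exceeds.

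The named genes follow a rule written before the data were examined. They are the 16 genes that the paper names at ATAC-seq loci, by the strongest peak within 1 kb of a start site. To these were added the 10 strongest control-only peaks at 11-12 h AEL, the 5 strongest gained and the 5 strongest lost peaks of *grh M+* shared by all 4 stage pairs, and the 5 strongest control-only peaks shared by the zygotic and the maternal and zygotic comparisons at stage 6. The last group has 0 members, since 0 of the strongest 5000 peaks lacked a counterpart in the zygotic comparison.

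The alternatives were the strongest 2000 or 10000 peaks, a counterpart among any peaks or the strongest 10000, an overlap of at least 50% of the peak, ranking by fold enrichment, a −log10 q of at least 5, and windows of 101 bp around each summit. For motifs, 201 bp around the summit, random sets matched on rank and on 5 classes of GC content, and peaks over 1 kb from a start site were tried. For promoters, 500 bp and only the upstream side were tried, and for list similarity, all peaks by base pairs. Autosomes only, 1 library left out in turn, single embryos, shifts in rank and list similarity by experiment and by mutant status within stages were added after the data were examined. At 11-12 h AEL the ratios of reads at the summit and of background at shared peaks were also taken, without scaling to total counts, which are not given. Changes in the height of shared peaks in the early lists and an overlap of lists with ChIP-seq peaks were left out.

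The procedures were tested on simulated data. All of 18732 simulated pileups were recovered (100%), 200 of 200 peaks removed from a list were found with 0 others called, and planted motifs were counted correctly in 100% of windows. The removed peaks were sought in a copy of the same list with small changes in position and strength. That test checks the counting only. It does not measure how many peaks lack a counterpart between unlike lists, where replicate single embryos already had a mean share of 0.723%. Permutation over lists gave p under 0.05 in 4.8% of simulated cases without a difference and in 96.6% with a difference of 3 SD. Random sets without a difference fell outside the middle 95% in 6.5% of cases, and sets with tripled odds lay above it in 97%. Shuffled labels gave p under 0.05 for list similarity in 5% of cases. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.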

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

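All of the tests in this part were chosen only after the result was seen.

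The Zld motif share differed between mutant and control lists in opposite directions in the maternal and in the maternal and zygotic experiment. It was lower in *grh M-* than in *grh M+* at both stages (-0.98 and -0.2 percentage points, mean -0.59) and higher in *grh M-Z-* than in *grh M+Z+* at both stages (0.86 and 0.74 points, mean 0.8). In the zygotic experiment at stage 6 it was 0.18 points higher in *grh B37/B37* than in *grh B37/+*. The gap of 1.39 points between these means rests on 2 pairs of lists each and was not tested. Among the single embryos of the maternal and zygotic experiment, the share was 0.502 points higher in mutants within stages (exact permutation within stages, p = 0.005, the smallest that 200 arrangements allow). With only autosomes the difference was 0.455 points (exact permutation p = 0.005), which argues against the sex of the embryos as the whole cause in that experiment. The Zld share and the background differed in the same direction in 2 of these 4 pairs, or in 3 of 5 with the zygotic pair, and in opposite directions in the 2 others, which argues against depth as the whole cause. A difference in age between mutant and control embryos of one stage cannot be told apart from an effect of genotype, because age within a stage is not given. The Zld share fell from stage 5 to stage 6 in each of the 4 genotypes, with -1.68 points as the smallest difference, so a small difference in age could be a candidate explanation. An effect of maternal or of zygotic *grh* on these peaks was not tested apart from age.

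Chromosome Y, which the paper does not report on, held 341 of the strongest 5000 peaks of *grh B37/B37* at 11-12 h AEL and 100 of those of *grh B37/+*. Over all peaks the numbers were 622 and 614. At 388 control peaks on Y with a counterpart in the mutant, the median background ratio of mutant to control was 1.74, against 0.851 on X and 0.945 on chromosomes 2 and 3. Relative to chromosomes 2 and 3, the background on X was thus 0.901 and that on Y 1.84. These values are consistent with more male embryos among the 7 of the mutant sample, with 0.901 on X as the test that could have come out the other way. The sex of the embryos is not given, and with 1 sample per genotype an effect of *grh* on chromosome Y was not tested and stays open.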

How the results depend on the processing

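The alternatives were chosen before the data were examined, except the tests of list similarity within stages, on autosomes only, on single embryos, on shifts in rank and with 1 library left out, which were chosen only after the result was seen.

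The difference in list similarity between stages kept its direction and its p-value in the 6 alternatives tried for it, with 10.6 to 17.0 percentage points and exact permutation p = 0.00476 in each. The differences by experiment and by mutant or control status over all pairs of lists stayed above 0.05, with p from 0.0686 to 0.945 and from 0.119 to 0.190. Between lists of one stage, however, the difference by experiment was 3.63 points (exact permutation within stages, p = 0.0222, the smallest they allow), since the pairs across stages had hidden it. At stage 5 the difference by experiment rested on the *grh M+* list, while *grh M-* shared more with the lists of the maternal and zygotic experiment than with *grh M+*. The difference by mutant or control status within stages was -2.07 points (exact permutation, p = 0.267). It cannot be told apart from the difference by experiment, because lists of the same stage and status always come from different experiments. The fall of the Zld motif share from stage 5 to stage 6 ranged from -4.74 to -2.47 points, with exact permutation p = 0.00476 in each of its 6 alternatives. The lower Grh motif share of mutants kept its sign in its 6 alternatives, from -0.29 to -0.144 points, with p from 0.063, the smallest that 5 pairs allow, to 0.313. The order of the mean shares without a counterpart, with stage pairs above control lists of different experiments and these above mutants and controls of one experiment, was the same in 10 of 10 settings. Single embryos of one experiment gave another order for the lower means, with 0.889% for mutant and control and 0.723% for replicates of one condition, a difference that was not tested.

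The shares themselves depend on the settings. With the strongest 2000 peaks in place of the strongest 5000, the share without a counterpart in both directions was 0.375% (maternal, stage 5), 0.05% (maternal and zygotic, stage 5), 0% (maternal and zygotic, stage 6) and 3.8% (zygotic, 11-12 h AEL), and that between the stages 3.8% gained and 7% lost in *grh M+*, 1.2% gained and 3.4% lost in *grh M-* and 1.88% gained and 3.58% lost in the mean of the 4 stage pairs. With the strongest 10000 peaks, the share without a counterpart in both directions was 9.87% (maternal, stage 5), 1.21% (maternal, stage 6), 0.415% (zygotic, stage 6), 3.68% (maternal and zygotic, stage 5), 1.68% (maternal and zygotic, stage 6) and 32.0% (zygotic, 11-12 h AEL), and that between the stages 26.0% gained and 21.2% lost in *grh M+*, 15.3% gained and 13.6% lost in *grh M-* and 16.6% gained and 14.5% lost in the mean of the 4 stage pairs. When any peak of the other list could be the counterpart, the share without a counterpart in both directions was 0.68% (maternal, stage 5), 0.05% (maternal and zygotic, stage 5), 0.02% (maternal and zygotic, stage 6) and 13.1% (zygotic, 11-12 h AEL), and that between the stages 4.82% gained and 2.66% lost in *grh M+*, 1.24% gained and 2% lost in *grh M-* and 1.94% gained and 1.57% lost in the mean of the 4 stage pairs. When the counterpart had to be among the strongest 10000 peaks, the share without a counterpart in both directions was 4.03% (maternal, stage 5), 0.28% (maternal, stage 6), 0.14% (zygotic, stage 6), 1.33% (maternal and zygotic, stage 5), 0.77% (maternal and zygotic, stage 6) and 18.4% (zygotic, 11-12 h AEL), and that between the stages 16.4% gained and 17.3% lost in *grh M+*, 7.7% gained and 9.92% lost in *grh M-* and 10.4% gained and 10.8% lost in the mean of the 4 stage pairs. With an overlap of at least 50% of the peak, the share without a counterpart in both directions was 9.68% (maternal, stage 5), 3.11% (maternal, stage 6), 1.64% (zygotic, stage 6), 5.04% (maternal and zygotic, stage 5), 6.97% (maternal and zygotic, stage 6) and 25.7% (zygotic, 11-12 h AEL), and that between the stages 39.5% gained and 12.8% lost in *grh M+*, 20.8% gained and 8.72% lost in *grh M-* and 21.2% gained and 9.95% lost in the mean of the 4 stage pairs. With peaks ranked by fold enrichment, the share without a counterpart in both directions was 6.77% (maternal, stage 5), 1.51% (maternal, stage 6), 0.59% (zygotic, stage 6), 1.96% (maternal and zygotic, stage 5), 1.04% (maternal and zygotic, stage 6) and 17.6% (zygotic, 11-12 h AEL), and that between the stages 17.7% gained and 19.4% lost in *grh M+*, 7.8% gained and 10.3% lost in *grh M-* and 10.0% gained and 12.2% lost in the mean of the 4 stage pairs. With windows of 101 bp around each summit, the share without a counterpart in both directions was 3.53% (maternal, stage 5), 1.39% (maternal, stage 6), 0.8% (zygotic, stage 6), 0.82% (maternal and zygotic, stage 5), 0.39% (maternal and zygotic, stage 6) and 22.8% (zygotic, 11-12 h AEL), and that between the stages 15.0% gained and 19.6% lost in *grh M+*, 8.06% gained and 10.8% lost in *grh M-* and 8.64% gained and 10.6% lost in the mean of the 4 stage pairs. With only peaks at a −log_10_(q-value) of at least 5, the share at 11-12 h AEL was 30.3%, and no other of these shares moved beyond its interval. On autosomes only, the share without a counterpart in both directions was 17.6% (zygotic, 11-12 h AEL), and that between the stages 11.4% gained and 9.44% lost in *grh M+*, 4.1% gained in *grh M-* and 5.72% gained and 5.33% lost in the mean of the 4 stage pairs. A larger set of possible counterparts lowers these shares by construction, and a stricter overlap or a smaller set raises them. Adding weaker peaks against the same 15000 possible counterparts raised each of these shares as well. For the ranking, the summit windows and the autosomes, the cause was not tested.

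With 1 library of the maternal and zygotic experiment left out in turn, the share in both directions ranged from 0.09% to 0.82% at stage 5, against 0.25% with all libraries. It was 0.09% without *grh M-Z-* library 3, 0.82% without *grh M-Z-* library 1 and 0.5% without *grh M+Z+* library 3. At stage 6 it ranged from 0.07% to 0.27%, the highest value without *grh M+Z+* library 2, against 0.1% with all libraries. The mean gained share of the 4 stage pairs ranged from 5.28% to 5.85%. No paired analysis was possible because the libraries of the maternal and zygotic experiment carry no number that pairs a mutant with a control embryo, and the other lists hold the replicates of a condition together.

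The higher Grh motif share at stage 6 passed 0.05 in the strongest 2000 peaks (0.358 points, exact permutation p = 0.0429) and in the strongest 10000 (0.26 points, p = 0.0190), with p from 0.0190 to 0.176 over its alternatives. The cause was not tested. Of the 10 motifs, 5 had an adjusted p under 0.05, which fell to 1 in the strongest 2000 peaks, where fewer peaks are counted, and to 3 with peaks ranked by fold enrichment. The number was 4 with a wider window around the summit, 6 among peaks more than 1 kb from a start site, 6 on autosomes only and 7 in the strongest 10000 peaks. The difference of the D motif changed sign in the strongest 2000 peaks (-0.0167) and by fold enrichment (-0.0433), that of the Dref motif by fold enrichment (0.547), and that of the Bcd motif in the strongest 10000 peaks (-0.0342), by fold enrichment (-0.0817) and among peaks more than 1 kb from a start site (-0.155).

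The excess of the Zld motif in lost peaks over random sets was positive in the 7 alternatives tried for each of the 4 genotypes, but did not leave the random range in each of them. In *grh M+* it was 14.4 points with a wider window around the summit, 12.1 in the strongest 2000 peaks, 1.6 among peaks more than 1 kb from a start site and 2.47 by fold enrichment. In *grh M-* it was 19.8 with the wider window, 3.19 among peaks more than 1 kb from a start site, 4.86 by fold enrichment and 18 when any peak could be the counterpart. In *grh M+Z+* it fell to 0.403 among peaks more than 1 kb from a start site (percentile 82.3) and to 0.903 by fold enrichment (percentile 86.6). In *grh M-Z-* it fell to 0.623 among peaks more than 1 kb from a start site (percentile 93.5), and it was 3.51 when any peak could be the counterpart (percentile 87). In gained peaks the Zld difference was -3.88 with the wider window in *grh M+* and 0 in the strongest 2000 peaks of *grh M-*, where the Grh difference in gained peaks was 4.17. In the strongest 2000 peaks, the Grh difference in lost peaks of *grh M-Z-* turned to 1.92 points, that in control-only peaks at 11-12 h AEL was -1.19, and the promoter difference of these control-only peaks turned to -7.14. The cause was not tested, and the strongest 2000 peaks leave only 84 control-only peaks. In the main setting, lost peaks of each genotype lay less often within 1 kb of a start site than the random sets, which were matched on rank only.

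Chromosome 2 held 0 changed peaks in the zygotic comparison at stage 6, so that its share has no value there, nor has it with the strongest 2000 peaks or with any peak as the counterpart. The count was 47 with the strongest 10000 peaks, 24 by fold enrichment and 66 with an overlap of at least 50%. The difference of the chromosome 2 share from random sets turned to 13.3 points in the maternal comparison at stage 5 with the strongest 2000 peaks, and was -0.281 at 11-12 h AEL with the strongest 10000. The cause was not tested. The maternal and zygotic comparison at stage 6 gave no chromosome 2 share with the strongest 2000 peaks, since 0 peaks changed. Of 470 values of single directions, genotypes and motifs under the alternatives, 306 stayed within their interval or on their side of the threshold, 145 moved, 7 became weaker, 5 became stronger and 7 changed sign. The short mutant list limits the comparison at 11-12 h AEL, since it holds 10509 peaks and its 5000th peak has a −log_10_(q-value) of 4.15, so that weak control peaks have few peaks in which to find a counterpart. The median background over the summits of each list was 15.8 in the mutant and 15.6 in the control, but these are different sets of summits. At shared peaks the median background ratio of mutant to control was 0.893 for control peaks and 0.915 for mutant peaks.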

Differences from the paper's values

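The alternatives below were set before the data were examined, apart from autosomes only and leaving out 1 library, and the comparison of the edited *lbl* sequence with the guide site is the other test here that was chosen only after the result was seen.

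The paper gives 92 regions that lose accessibility in the mutant at 11-12 h AEL (the paper's value), called with DESeq2 on read counts. In the present comparison, 920 of the strongest 5000 control peaks had no counterpart in the mutant list. The count follows from how many peaks are examined, so its nearness to the paper's value in one setting is set by that choice. With the strongest 2000 peaks it was 84, within 1.5 times the paper's value, but these 84 peaks differed from random sets by -1.19 percentage points in the Grh motif and by -7.14 in promoters, where the paper reports enrichment of the motif and mainly promoters. The other 7 alternatives did not close the gap, with 3853 for the strongest 10000 peaks, 920 with any peak as the counterpart, 954 with a counterpart among the strongest 10000, 1972 with an overlap of at least 50%, 1153 by fold enrichment, 2230 with a −log_10_(q-value) of at least 5 and 1242 with windows around summits.

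The paper reports many regions that lose accessibility in homozygous *grh B37* embryos at stage 6, and regards them as false positives. It places nearly all changed regions on chromosome 2. Here, 0 of the strongest 5000 peaks of either list had no counterpart, with 83 in both directions for the strongest 10000 peaks, of which 56.6% lay on chromosome 2. With an overlap of at least 50% there were 164 (40.2% on chromosome 2), and by fold enrichment 59 (40.7%).

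The paper reports enrichment of the Grh motif among the regions that lose accessibility at 11-12 h AEL. Here, 1.09% of the control-only peaks held the motif against 1.2% in random sets, and over the alternatives the difference ranged from -1.19 to 0.0519 percentage points. These peaks are not the paper's regions, which were called on read counts. A string within 50 bp of the strongest summit is also another measure. At *lbl* the summits lay 107 bp and 117 bp from the motif, outside that window. The values therefore do not test the paper's enrichment.

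Fig. 3F lists 5 motifs for regions that gain accessibility and Fig. 3G 5 for regions that lose it. Over the lists of this study, 4 of the 5 gained motifs had a higher share at stage 6 (D no more than its reversed string, with 0.277 against 0.295 points), the exception being Dref with -0.462 points (exact permutation p = 0.319), and 4 of the 5 lost motifs had a lower share, the exception being Bcd with 0.0617 points (p = 0.314). Ranked by fold enrichment, Dref rose by 0.547 points and Bcd differed by -0.0817. Bcd differed by -0.0342 points in the strongest 10000 peaks and by -0.155 among peaks more than 1 kb from a start site (exact permutation p = 0.0143). Of the motifs that moved in the listed direction without passing 0.05, Grh passed it in the strongest 2000 peaks (0.358 points) and in the strongest 10000 (0.26 points). The Forkhead-like motif passed it in the strongest 10000 peaks (0.0483 points) and by fold enrichment (0.0633 points), and also on autosomes only (0.0683 points) and without *grh M+Z+* library 2 of stage 5 (0.09 points), a pair of alternatives chosen after seeing the values. The Ttk motif passed it among peaks more than 1 kb from a start site (-0.29 points). In the main setting the lower Ttk share came mainly from *grh M+*, with -0.24 points. It differed by -0.04 points in *grh M-*, 0.02 in *grh M+Z+* and 0 in *grh M-Z-*.

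The paper states that the edit of the *lbl* promoter also disrupted the PAM. On the reference sequence the PAM is TGG and reads CGG after the edit, with T8C at its position 1 and the other 4 substitutions in the protospacer. The GG of the PAM is thus unchanged by the edit.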

Other observations

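The tests on sequence variants, on the depth of the 11-12 h AEL mutant, and on experiments and GC content for the Grh and Zld motifs together were set earlier. Those on reads in peaks, the sex, age and depth of mutant embryos, GC content of Grh motif peaks in mutants, single embryos, shifts in rank, single motifs by experiment, chromosomes X and Y, losses on autosomes and peaks missing in the *grh M+Z+* list were chosen only after the result was seen.

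In early embryos the Grh motif share of the strongest 5000 peaks was lower in the mutant in 5 of 5 pairs of lists, with a mean of -0.252 percentage points. Among single embryos of the maternal and zygotic experiment it was 1.18% ± 0.0693 (SD, n = 3) in *grh M+Z+* and 0.973% ± 0.122 (SD, n = 3) in *grh M-Z-* at stage 5, and 1.25% ± 0.0424 (SD, n = 2) and 1.02% ± 0.08 (SD, n = 3) at stage 6. The difference within stages was -0.218 points (exact permutation, p = 0.005, the smallest that 200 arrangements allow). On autosomes it was -0.152 points (exact permutation p = 0.025), which argues against the sex of the embryos as the whole cause. The mutant list had the lower background in 2 of the 5 pairs, which argues against depth. The reversed Grh motif, of the same base composition, differed by 0.00167 points (exact permutation p = 1), which argues against GC content. Between stages the Grh motif share of these embryos differed by 0.0353 points (exact permutation p = 0.71), which argues against younger mutant embryos in that experiment. In the maternal experiment the share was higher at stage 6 by 0.48 points in *grh M+* and 0.36 in *grh M-*. Younger mutant embryos therefore stay open for its mutant differences of -0.12 and -0.24 points. The zygotic experiment has no stage 5 list to test this. Shifts in rank of peaks with the motif were measured at both stages, and the difference between the stages was not tested. At stage 6 they lay 310 ranks lower for *grh M+Z+* peaks (percentile 99.5 of random sets) and 149 ranks lower for *grh M+* peaks (percentile 91.4), and differed by -245 ranks for *grh M-Z-* peaks (percentile 3.49) and -202 for *grh M-* peaks (percentile 4.41). At stage 5 no such shift was seen, with -129 ranks for *grh M+Z+* peaks (percentile 28.9), 191 for *grh M-Z-* peaks (percentile 66.3), -140 for *grh M+* peaks (percentile 19.4) and -0.286 for *grh M-* peaks (percentile 41.5). Between control lists of different experiments, one comparison at stage 5 also gave a large shift, of -394 ranks (percentile 1.94). A small loss of accessibility at some Grh motifs without Grh may explain the lower motif share, as a hypothesis found and tested on the same data, but the shifts in rank give it no support at stage 5. Differences in genetic background between mutants and siblings were not tested.

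At 11-12 h AEL, 920 of the strongest 5000 peaks of *grh B37/+* had no counterpart in *grh B37/B37*. Of these, 35.2% lay on chromosome 2, against 35.4% in random sets, which argues against sequence variants of the *grh B37* chromosome. At shared peaks of the mutant the reads at the summit had a median ratio of 0.739 and the background one of 0.915, and a lower depth alone would lower both alike. Of the 920 peaks, 22.5% lay on chromosome X, against 18.5% in random sets (percentile 99.99). This excess is consistent with more male embryos in the mutant sample, where the background on X relative to chromosomes 2 and 3 was 0.901. On autosomes, 700 of the 3921 control peaks had no counterpart (17.9%, against 21.1% on X), which argues against more male embryos as the cause of these losses. A smaller fraction of reads in peaks of the mutant sample could also remove weak peaks. It cannot be told apart from a loss of Grh function, because there is 1 sample per genotype and the motif values differ. The Grh motif share of the control-only peaks lay at percentile 33.6 of random sets. Shared peaks of *grh B37/B37* with the motif differed by -379 ranks (percentile 0.02), and those of *grh B37/+* by 192 ranks (percentile 87).

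The difference between stages was weighed against differences between experiments and GC content. The Zld motif share fell in all 4 pairs of lists of one experiment, with -1.68 points as the smallest difference, which argues against experiments as the cause. For Grh and Zld together experiments cannot be told apart from stage, because the Grh motif share differed by -0.04 points in *grh M-Z-* and was higher at stage 6 in the other 3 pairs. For the Grh motif alone, single embryos of the maternal and zygotic experiment differed by 0.0353 points (exact permutation p = 0.71) and the reversed Grh motif by 0.0787 points (exact permutation p = 0.0455), and experiments and stage cannot be told apart there either. The reversed Zld motif differed by -0.197 points (exact permutation p = 0.00476), against -3.13 for the Zld motif itself, which argues against GC content as the whole cause. The age of the embryos is the biological difference that the stages name, and it stays open.

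With the strongest 10000 peaks, 31 of the 52 peaks found only in *grh B37/+* at stage 6 lay on chromosome 2. Of these 31, 17 (54.8%, against a random median of 3.23%) were also missing in *grh M-Z-* at stage 6, which also lacks zygotic *grh*. Of the 21 on other chromosomes, 13 were missing there as well (61.9% against 4.76%). In the *grh M+Z+* control, 7 of the 31 (22.6%) and 9 of the 21 (42.9%) were missing too. Sequence variants of the *grh B37* chromosome could explain the share on chromosome 2. They cannot be told apart from a loss of zygotic *grh*, because both predict peaks missing in *grh M-Z-*, and peaks on other chromosomes were missing as often.

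Among the 11 single embryos of the maternal and zygotic experiment, 5 had 7.46% to 12.0% of their strongest 5000 peaks on chromosome X, with a median pileup of 0.727 to 0.824 relative to autosomes. The other 6 had 19.3% to 20.4%, with a relative pileup of 0.947 to 1.05. Of the 5 embryos with the lower share, 4 had more chromosome Y peaks than each of the other 6, which had 58 to 89. The exception, *grh M-Z-* at stage 6 library 2, had 55. The sex of the embryo is a candidate explanation, tested on the data in which it was found, and the sex is not given in the labels.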
